# Basic Fibroblast Growth Factor Activates MEK/ERK Cell Signaling Pathway and Stimulates the Proliferation of Chicken Primordial Germ Cells

**DOI:** 10.1371/journal.pone.0012968

**Published:** 2010-09-23

**Authors:** Jin Won Choi, Sujung Kim, Tae Min Kim, Young Min Kim, Hee Won Seo, Tae Sub Park, Jae-Wook Jeong, Gwonhwa Song, Jae Yong Han

## Abstract

**Background:**

Long-term maintenance of avian primordial germ cells (PGCs) *in vitro* has tremendous potential because it can be used to deepen our understanding of the biology of PGCs. A transgenic bioreactor based on the unique migration of PGCs toward the recipients' sex cord *via* the bloodstream and thereby creating a germline chimeric bird has many potential applications. However, the growth factors and the signaling pathway essential for inducing proliferation of chicken PGCs are unknown.

**Methodology/Principal Findings:**

Therefore, we conducted this study to investigate the effects of various combinations of growth factors on the survival and proliferation of PGCs under feeder-free conditions. We observed proliferation of PGCs in media containing bFGF. Subsequent characterization confirmed that the cultured PGCs maintained expression of PGC-specific markers, telomerase activity, normal migrational activity, and germline transmission. We also found that bFGF activates the mitogen-activated protein kinase kinase/extracellular-signal regulated kinase (MEK/ERK) signaling. Also, the expression of 133 transcripts was reversibly altered by bFGF withdrawal.

**Conclusions/Significance:**

Our results demonstrate that chicken PGCs can be maintained *in vitro* without any differentiation or dedifferentiation in feeder free culture conditions, and subsequent analysis revealed that bFGF is one of the key factors that enable proliferation of chicken PGCs *via* MEK/ERK signaling regulating downstream genes that may be important for PGC proliferation and survival.

## Introduction

Germ cells play important roles in species continuation by delivering genetic information to the next generation. In many animal species, they arise from a small population of cells known as primordial germ cells (PGCs) [1], [2], [3]. In chickens, PGCs are initially localized to the central zone of the *area pellucida* in stage X embryos [4]. They migrate to the germinal crescent at stage 4 (18–19 h after incubation) [5] and, between stages 10 and 12, move into blood vessels and begin circulating in the bloodstream [6], [7]. *Via* the circulatory system, PGCs finally migrate to the genital ridge [8], [9]. During migration, PGCs proliferate: about 30 PGCs are found in a stage X embryo, 200–250 in the germinal crescent [4], and more than 1,000 at stage 31 (7 days of incubation) [10].

The basic fibroblast growth factor (bFGF) is a member of the fibroblast growth factor family that plays diverse roles in regulating cell proliferation, migration, and differentiation during embryonic development [11], [12], [13]. In mammals, it appears to be important for self-renewal of human embryonic stem cells [14] and mouse spermatogonial stem cells (SSCs) [15]. FGF signaling is critical to PGC migration and thereby controls germ cell numbers in mice [16]. In chickens, bFGF is one of the factors supporting the proliferation of preblastodermal cells [17], embryonic germ cells (EGCs) [18], and PGCs [19]. However, it remains to be determined whether bFGF is essential for the proliferation of chicken PGCs.

Studies of the maintenance and proliferation of avian PGCs *in vitro* offer tremendous potential in understanding the physiology of PGCs and the production of transgenic bioreactors. A recent report showed that PGCs from the blood of stage 14–17 chicken embryos could be expanded when cultured on a feeder layer of Buffalo rat liver (BRL) cells or Sandoz inbred mouse-derived thioguanine-resistant and ouabain-resistant (STO) cells, in an undefined medium conditioned with BRL cells containing leukemia inhibitory factor (LIF), stem cell factor (SCF), and bFGF [19]. However, specific growth factors that are essential for PGC proliferation remain to be identified, and the complex and undefined parameters arising from the use of conditioned media have made the roles of individual growth factors impossible to evaluate.

In this report, we describe the development of a feeder-free PGC culture system that excludes the effects of undefined molecules from the feeder layer. By using this culture system, the effect of individual growth factors, including LIF, SCF, and bFGF, on the proliferation of chicken PGCs *in vitro* was evaluated.

## Results

### bFGF is Essential for The Proliferation of Chicken PGCs *in vitro*

Whole blood cells containing PGCs from chicken embryos at stage 14–15 were isolated (Fig. 1A) and cultured in the presence of LIF, SCF, and bFGF. After 7–14 days of growth, most of the blood cells were dead and PGC colonies formed and loosely attached to culture plate (Fig. 1B). The PGC colonies were detached by gentle pipetting and disaggregated with an appropriate enzyme (Fig. 1C). The disaggregated PGCs again grew and aggregated to form colonies in 3–4 days (Fig. 1D). The PGCs were then subcultured every 3–4 days. During subsequent passages, cultured PGCs did not attach to the culture plate and grew in suspension.

**Figure 1:**
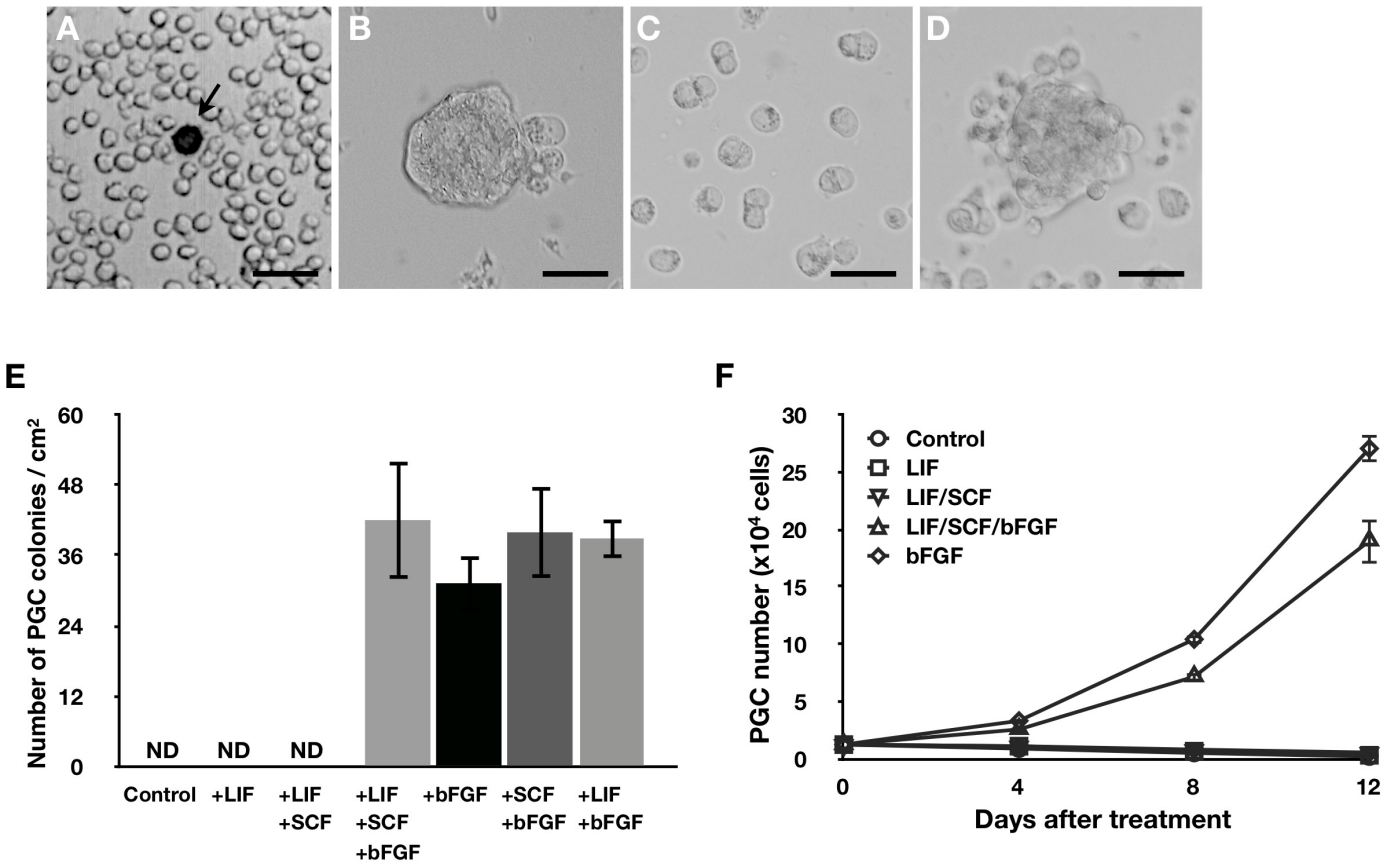
Culture of chicken PGCs. (A–D) Morphology of cultured PGCs. (A) Whole embryonic blood cells at day 0 in primary culture. PGCs were identified by SSEA-1 staining as indicated by an arrow. (B) PGC colonies after 10 days of culture. (C) Dissociated PGC colonies. (D) Reformation of PGC colonies (Bar  = 25 µm). (E) PGC colony formation following treatment with various combinations of growth factors (mean ± SEM; *n* = 9) (ND: not detected). (F) Growth curve of PGCs treated with different growth factors (mean ± SEM; *n* = 4).

To identify the essential growth factors for PGC growth, we cultured PGCs under various combinations of growth factors. As illustrated in Fig. 1E, PGC colonies were only observed for cells grown in media containing bFGF. We next examined the effects of different growth conditions on PGC culture expansion. PGCs were cultured for 32 days (to passage 5) in media supplemented with LIF, SCF, and bFGF, and then continued to be cultured for a further 12 days under different conditions (Fig. 1F). When bFGF was absent from the culture medium, the number of cells decreased. In contrast, when bFGF alone or a combination of LIF, SCF, and bFGF was added to the culture medium, cell numbers increased at a constant rate over three passages. The results show that of the three growth factors tested, bFGF is essential for PGC proliferation.

The effects of bFGF on PGC proliferation were examined in detail using cells that were cultured for more than 32 days. PGCs were cultured in the presence or absence of bFGF (10 ng·ml^−1^), and cell morphology and recovery were examined 4 days later. In the presence of bFGF, the proliferating PGCs formed colonies. In contrast, in the absence of bFGF, PGC growth was limited and a large number of fragmented cells were observed (Fig. 2A–2B). The total number of cells increased about threefold in the presence of bFGF, but decreased in the absence of bFGF (*p*<0.01; Fig. 2C). When PGCs were treated with different concentrations of bFGF, cell recovery increased in a dose-dependent manner (Fig. 2D). Low cell recovery in untreated cells may have resulted from increased apoptosis and reduced growth rates in the absence of bFGF. Thus, we next analyzed cell cycle progression and apoptosis of PGCs in the presence and absence of bFGF. Removal of bFGF for 24 h decreased the proportion of cells in the S and G2/M phase and increased the proportion of cells in the G1 phase (Fig. 2E). An increased number of apoptotic cells were observed by a TUNEL assay when bFGF was removed for 24 h (Fig. 2F–2J). Taken together, these results indicate that a single growth factor, bFGF, may support PGC proliferation. Therefore, we cultured PGCs in media containing bFGF and characterized them in detail.

**Figure 2:**
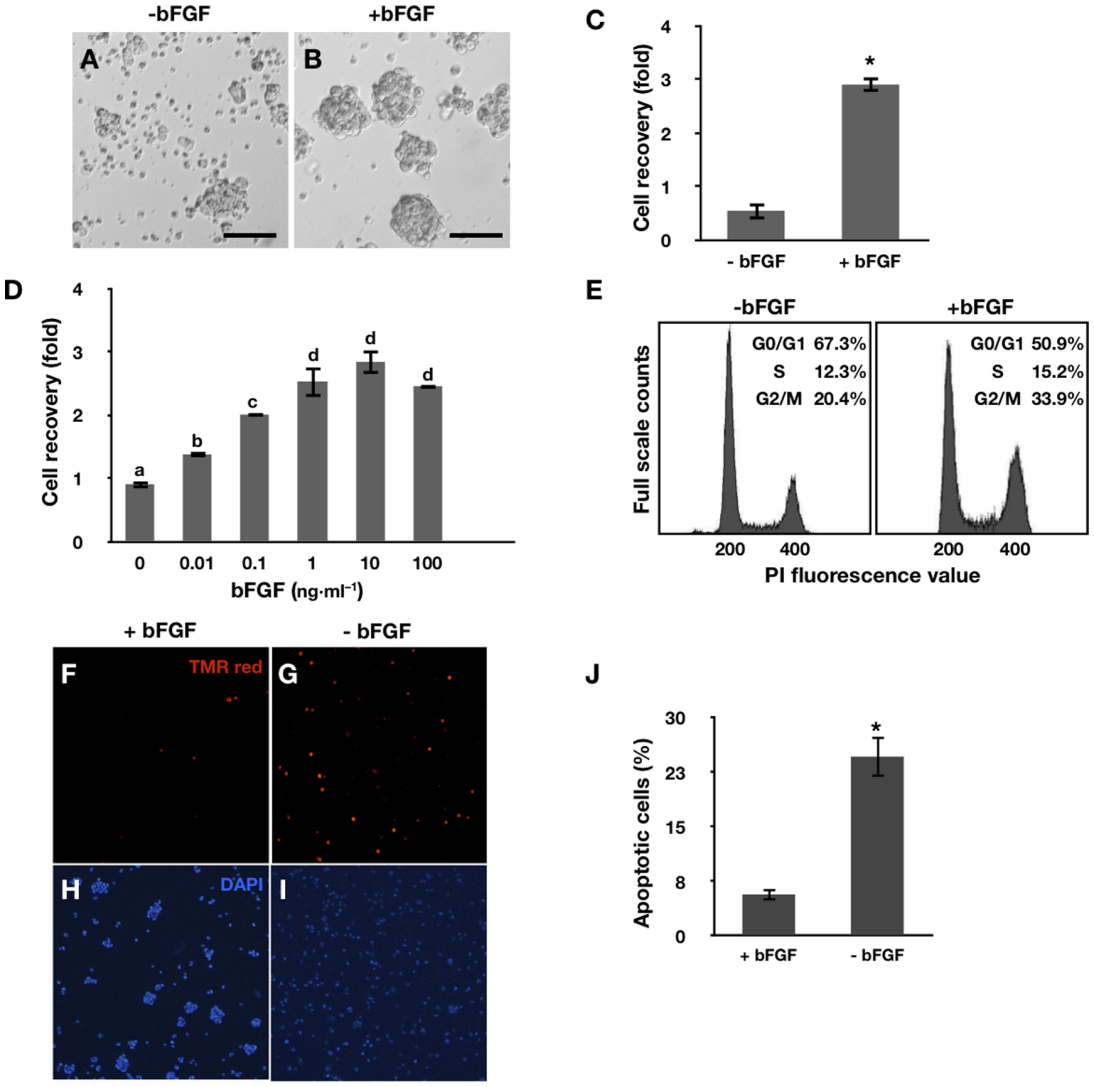
Effects of bFGF on PGC proliferation. (A–B) Morphology of PGCs in the presence of bFGF and 4 days after bFGF withdrawal (Bar  = 100 µm). (C) Effect of bFGF on cell recovery after 4 days of culture (mean ± SEM; *n* = 4) (*significant differences following treatment; *p*<0.01). (D) Dose-dependent effect of bFGF on the proliferation of PGCs (mean ± SEM; *n* = 3) (superscripts indicate significant differences between treatments; *p*<0.05). (E) Analysis of cell cycle distribution of PGCs in the presence of bFGF (left) and 24 h after bFGF withdrawal (right). (F–I) TUNEL assay performed on PGCs cultured with bFGF and 24 h after bFGF withdrawal (J) Number of apoptotic cells after bFGF withdrawal (*significant difference between treatments; *p*<0.01). Statistical analyses were conducted with a Student's *t*-test (C and J) or ANOVA using SAS software (D).

### Characterization of Cultured Chicken PGCs

To observe detailed cell morphology, we visualized cultured PGCs (Fig. 3A–3B), PGCs purified from the blood of stage 14–17 embryos (Fig. 3C) and the gonad of stage 28 embryos (Fig. 3D) by scanning electron microscopy. All examined PGCs were approximately 9–12 µm in diameter and sphere-shaped with numerous microvilli. Moreover, when cultured on Matrigel, PGCs attached to the surface of the matrix. Pseudopodia-like structures were observed (Fig. 3E–3F).

**Figure 3:**
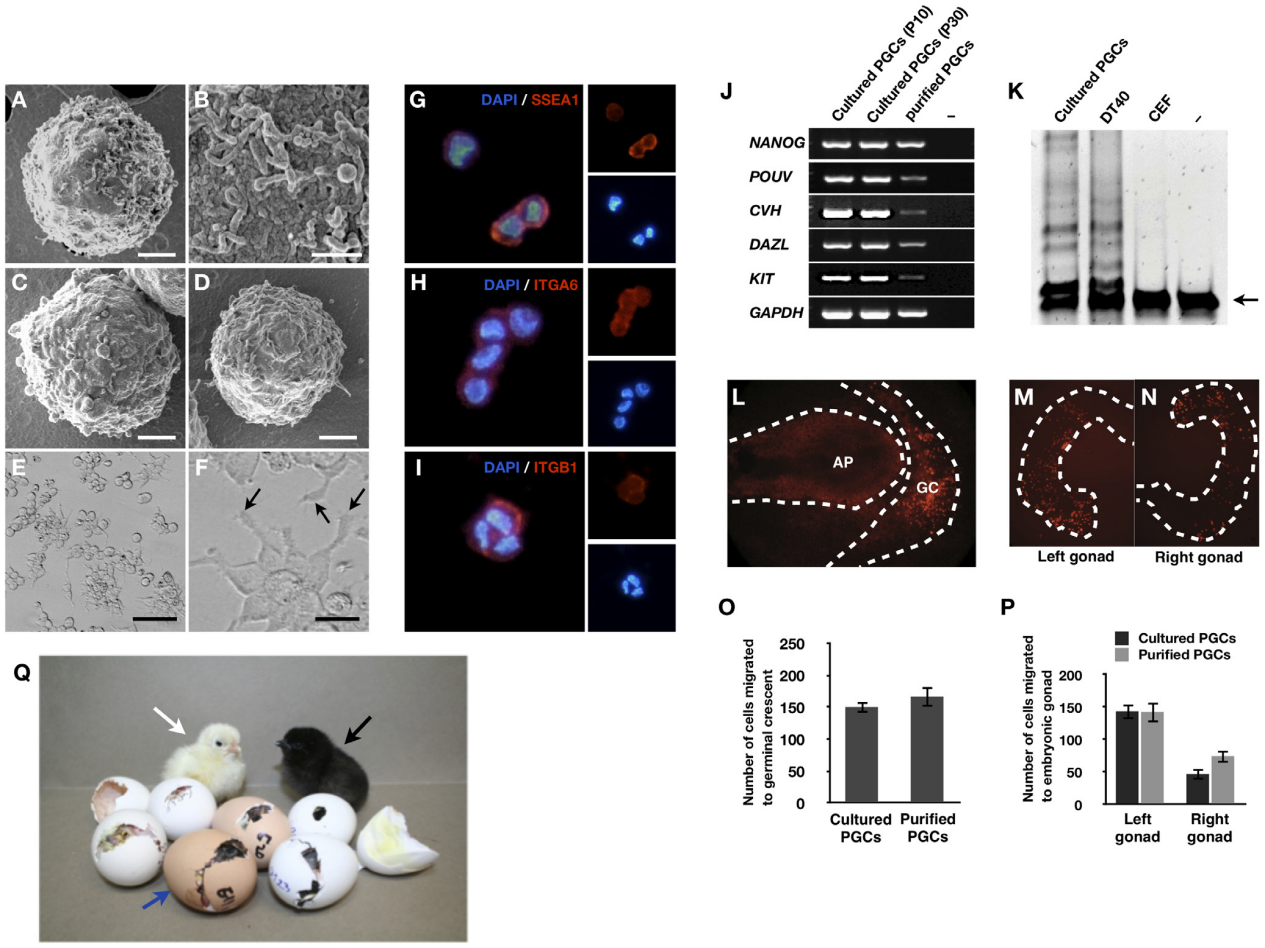
Characterization of cultured PGCs. Scanning electron microscopy of cultured PGCs (A–B), blood PGCs (C), and gonadal PGCs (D). (E, F) PGCs cultured on Matrigel (arrows indicate pseudopod-like structures). Bars: 2 µm (A, C, and D); 200 nm (B); 100 µm (E); and 25 µm (F). (G–I) Immunocytochemical analysis of cultured PGCs. PGCs cultured for 60 days were immunostained with antibodies raised against SSEA-1 (G), ITGA6 (H), and ITGB1 (I). (J) RT-PCR analysis of *NANOG*, *POUV*, *CVH*, *DAZL*, and *KIT* in cultured PGCs (passages 10 and 20) [–: negative control (no template)]. (K) Telomerase activity in PGCs. Repeated sequences were observed in PGCs and DT40 (positive control cells). Chicken embryonic fibroblast (CEF) and buffer (–) were used as negative controls. Arrow indicates the 56-bp internal control template band. (L) Migration of cultured PGCs into the germinal crescent. Approximately 500 PGCs, cultured for 82 days or purified by MACS, were labeled with PKH26 and then transferred into the subgerminal cavities of blastoderm embryos. Labeled cells (red) were detected in the germinal crescent (arrows) (GC: germinal crescent, AP: area pellucida). (M–N) Gonadal migration of culture PGCs. Approximately 500 PGCs, cultured for 82 days or purified by MACS, were labeled with PKH26 and then injected into blood vessels of recipient embryos at stage 14–17. Labeled cells (red) were detected in the embryonic gonad. (O) Numbers of PGCs that had migrated into the germinal crescent of stage 6 embryos that had, as stage X recipient embryos, been injected with 500 PGCs (mean ± SEM; *n* = 12 for purified PGCs, *n* = 11 for cultured PGCs). No significant difference was observed between cultured and purified PGCs. (P) Number of PGCs that had migrated into the gonads of stage 28 embryos that had, as stage 14 recipient embryos, been injected (i.v.) with 500 PGCs (mean ± SEM; *n* = 12 for purified PGCs, *n* = 10 for cultured PGCs). No significant difference was observed between cultured and purified PGCs. Statistical analysis was conducted with the general linear model (PROC-GLM) of SAS software. (Q) Germline transmission of cultured PGCs. Donor KO (*i*/*i*) PGCs cultured for more than 50 days were injected into the dorsal aorta of WL (*I*/*I*) recipient embryos (female), and after sexual maturation, progeny were derived from the donor KO PGCs (black plumage color, black arrow). Progeny that derived from the endogenous WL PGCs are noted by a white arrow. The white egg indicates that the recipient chicken is WL because KO chickens lay brown eggs as indicated by the blue arrow.

Immunocytochemical analysis was performed to characterize cultured PGCs in detail. These cells were positive for the chicken PGC markers SSEA-1, ITGA6, and ITGB1 [20], [21] (Fig. 3G–3I) but negative for SSEA-3 and SSEA-4 (data not shown). To examine PGC-specific gene expression, RT-PCR analysis was performed (Fig. 3J). Expression of *NANOG* (NM_001146142.1) and *POUV* (NM_001110178), two genes known to be expressed in the germ cells of early-stage chicken embryos [22], were detected. The germ cell-specific genes *CVH* (NM_204708) [4], *DAZL* (NM_204218) [23], and *KIT* (NM_204361.1) [24] were also expressed in cultured PGCs. These same genes were similarly expressed in purified PGCs. Because a previous study showed that cultured PGCs have telomerase activity [19], we tested telomerase activity in PGCs cultured for 126 days. The result showed that the cultured PGCs used in our study also have telomerase activity (Fig. 3K). These data suggest that cultured PGCs are immortalized cells that maintain expression of both surface markers and PGC-specific genes.

Avian PGCs initially migrate to the germinal crescent before migrating to the genital ridge *via* the bloodstream [8], [25]. In addition, when injected into the dorsal aorta of stage 14–17 embryos, donor PGCs migrate to the gonads and contribute to the germ line [26], [27]. We therefore tested the migrational activity of cultured PGCs by two different strategies. First, PKH26-labeled PGCs that had been cultured for 82 days were injected into the subgerminal cavities of stage X blastoderm embryos that were then observed at stage 6 by fluorescence microscopy. Localization of the injected PGCs was restricted to the germinal crescent (Fig. 3L). Next, PKH26-labeled PGCs that had been cultured for 82 days were injected into the bloodstream of recipient stage 14–17 embryos that were subsequently observed at stage 30. Labeled cells were detected in the embryonic gonad (Fig. 3M–3N). Moreover, the number of cells that migrated did not significantly differ between cultured PGCs and PGCs purified from the gonad of stage 28 embryos when the they were injected into the subgerminal cavity of blastoderm embryos (*p* = 0.4759, Fig. 3O) and the dorsal aorta of stage 14–17 embryos (*p* = 0.5031, Fig. 3P). These results suggest that cultured PGCs have normal migrational activity.

When PGCs are injected into the blood vessels of recipient embryos during stages 13–17, germline chimera are produced [27], [28]. To confirm that the cultured PGCs can contribute to the germline, cultured PGCs (*i/i*) were injected into WL (*I/I*) recipient embryos. The putative germline chimeric chicken was sexually matured and donor-derived offspring with black plumage color were produced after artificial insemination with KO semen (Fig. 3Q and Table S1). To examine whether the cultured PGCs were dedifferentiated into EGCs during long-term culture, we also injected cultured PGCs into the subgerminal cavities of a stage X WL blastoderm, and 18 chicks subsequently hatched. However, we could not observe any somatic chimerism in the hatched chicks. These results confirm that the cultured PGCs are functionally normal.

### Activation of MEK/ERK Signaling by bFGF in PGCs

We examined the effect of bFGF on phosphorylation of AKT and three MAPKs: ERK1/2, p38, and JNK. PGCs were treated with bFGF, and the phosphorylation of MAPK and AKT was detected by a Western blot (Fig. 4A). Western blot analyses of whole PGC extracts using antibodies raised against p-(activated) target proteins showed that bFGF increased the level of p-ERK1/2 over the basal level. However, p-p38 and p-JNK MAPKs could not be detected (data not shown). AKT was phosphorylated on T380 and S473 independent of bFGF treatment.

**Figure 4:**
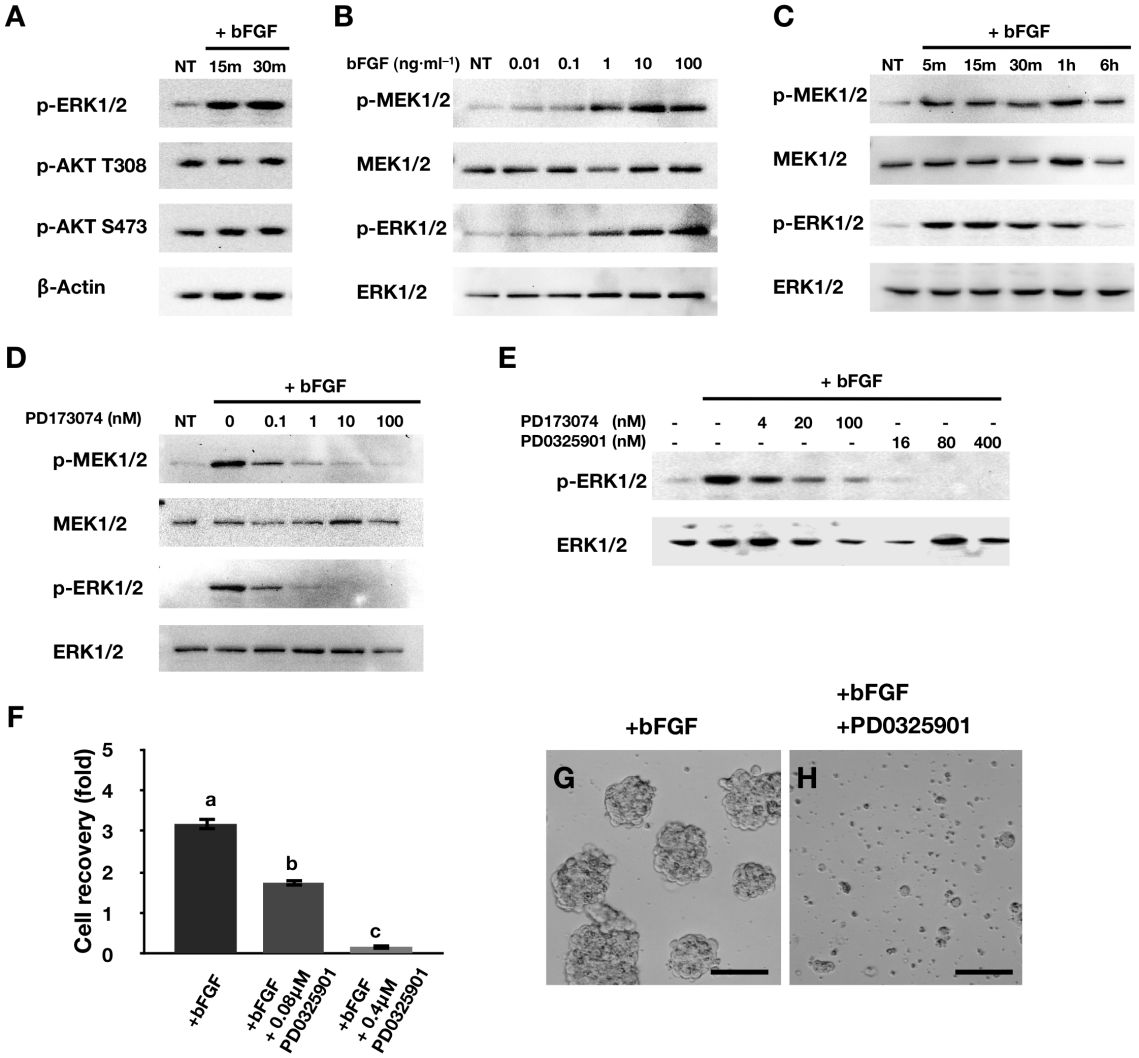
bFGF signaling in chicken PGCs. (A) Activation of MAPK and PI3K/AKT signaling pathways by bFGF (10 ng·ml^−1^). NT: no treatment (B) Dose-dependent activation of MEK/ERK signaling by bFGF. NT: no treatment (C) Temporal effect of bFGF (10 ng·ml^−1^) on activation of MEK/ERK signaling. NT: no treatment (D) Inhibition of MEK/ERK signaling by a specific inhibitor of FGFRs (PD173074). NT: no treatment (E) Inhibition of ERK activation by PD0325901 in cultured PGCs (PD173074 was used as a control). (F) Cell recovery 4 days after PD0325901 treatment (mean ± SEM, *n* = 4). bFGF (10 ng·ml^−1^) was treated in all groups. Superscripts indicate significant differences between treatment groups (*p*<0.05). Statistical analyses were conducted with ANOVA using SAS software. (G–H) Morphology of PGCs 4 days after treatment with PD0325901 (0.4 µM) (bar  = 100 µm). bFGF (10 ng·ml^−1^) was treated in all groups.

We then examined the ERK1/2 signaling pathway in PGCs in more detail. In ERK signaling cascades, extracellular signals are transmitted by MEK1/2 [29]. Thus, we analyzed ERK1/2 signaling by simultaneously assessing the phosphorylation of both MEK1/2 and ERK1/2. Based on preliminary dose–response data, 10 ng·ml^−1^ bFGF was selected as the dose to be used in all experiments in the present study (Fig. 4B). As shown in Fig. 4C, bFGF stimulated increases in p-MEK1/2 and p-ERK1/2 levels within 15 min that were sustained for 6 h and 1 h, respectively. To determine the cell signaling pathways mediating the effects of bFGF on MEK1/2 and ERK1/2, PGCs were pretreated with a pharmacological inhibitor of FGFR (PD173074). Induction of p-MEK1/2 and p-ERK1/2 by bFGF was blocked by FGFR inhibition (Fig. 4D). These results suggest that MEK/ERK cascades are downstream targets of the FGF pathway in chicken PGCs. In addition, to examine whether inhibition of MEK/ERK signaling affects PGC survival, PGCs were treated with PD0325901, a specific inhibitor of MEK [30]. Activation of p-ERK1/2 by bFGF was dose-dependently inhibited by PD0325901 (Fig. 4E). Furthermore, PD0325901 significantly and dose-dependently reduced PGC recovery 4 days after bFGF treatment (*p*<0.05) (Fig. 4F). As shown in Fig. 4G–4H, most PGCs treated with PD0325901 were fragmented, and cell colonies were rare. Collectively, these results suggest that stimulation of PGC proliferation by bFGF requires activation of MEK1/2–ERK1/2 signaling.

### Effect of Withdrawal of bFGF for 24 h on the Potential of PGCs

To examine the effect of bFGF on the potential of PGCs, PGCs were characterized following withdrawal of bFGF for 24 h. Antibody staining showed that bFGF withdrawal did not affect the expression of the markers SSEA-1, ITGA6, and ITGB1 (Fig. 5A–5F). In contrast, quantitative RT-PCR analysis demonstrated that expression of PGC marker genes including *NANOG*, *POUV*, *CVH*, and *DAZL* was downregulated following bFGF withdrawal (Fig. 5G). However, injection of PGCs into the blood vessels of recipient embryos revealed that their migrational activity was not significantly affected by bFGF withdrawal (Fig. 5H). These data suggest that the withdrawal of bFGF for 24 h does not significantly affect the potential of PGC.

**Figure 5:**
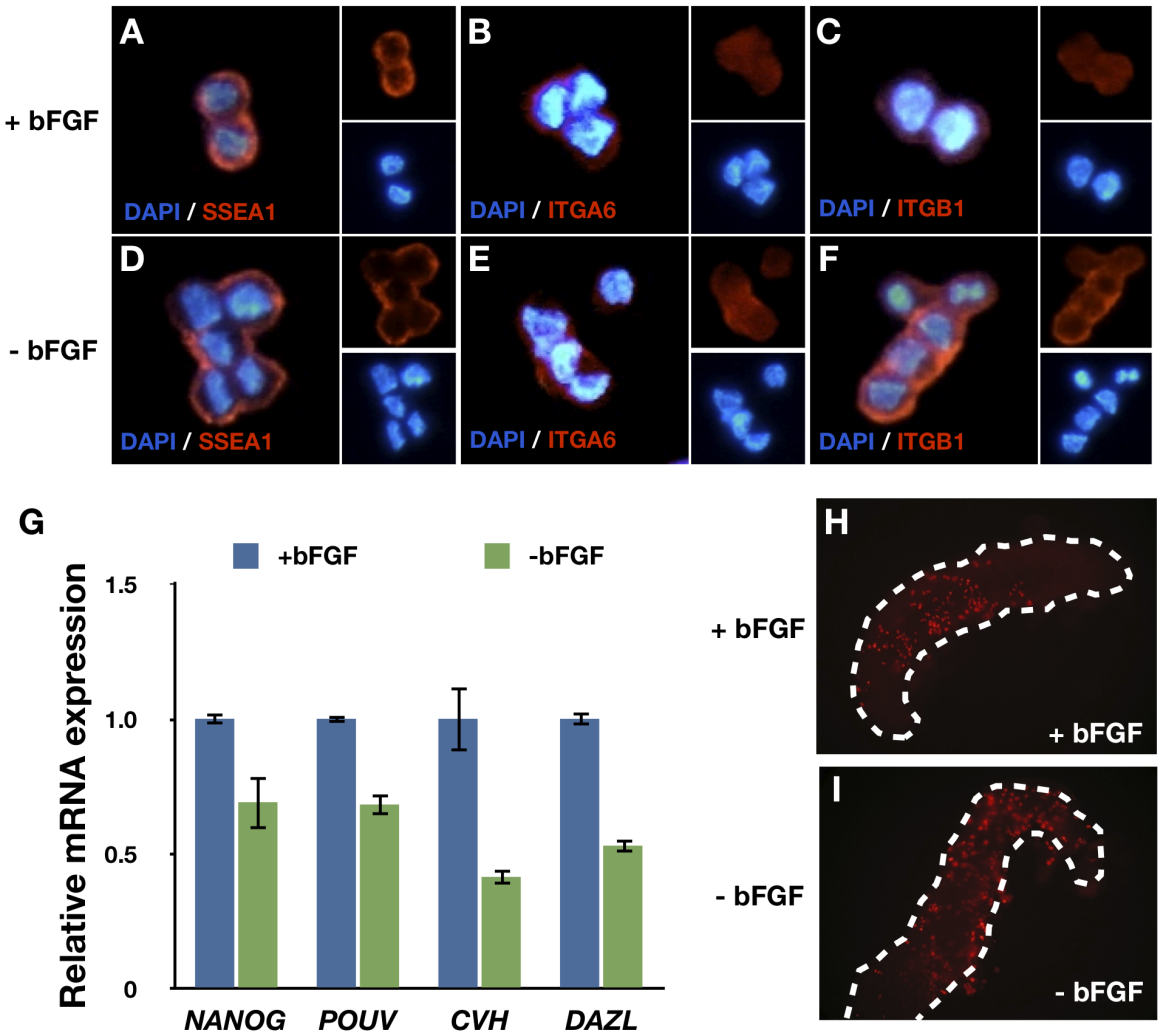
Effect of bFGF withdrawal on the potential of PGC. bFGF withdrawal did not significantly affect the potential of PGC. (A–F) Immunocytochemical analysis of cultured PGCs 24 h after bFGF withdrawal. (G) Gene expression analysis of cultured PGCs 24 h after bFGF withdrawal (mean ± SEM; *n* = 3). (H–I) Migrational activity of PGCs 24 h after bFGF withdrawal.

### Identification of bFGF-Regulated Genes in PGCs

To identify transcriptional genes regulated by bFGF in chicken PGCs, we cultured chicken PGCs without bFGF for 24 h (-bFGF) and re-added bFGF for another 24 h (+bFGF). We compared the gene transcription profiles between PGCs before bFGF withdrawal (RAW, 0 h), without bFGF (-bFGF, 24 h) and re-adding of bFGF (+bFGF, 48 h) through the microarray analysis (Fig. 6A). 

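Transcripts of cultured PGCs were measured on 9 Affymetrix Chicken Genome arrays, with 3 arrays for each of 3 groups. RAW cells (0 h) were in 10 ng/ml bFGF, -bFGF cells had spent 24 h without it, and +bFGF cells (48 h) had it back for the last 24 h. The withdrawal comparison sets -bFGF against RAW, the replacement comparison sets +bFGF against -bFGF, and the net change sets +bFGF against RAW. Each array holds 38535 probe sets, of which 27178 carry a single gene symbol, for 13009 genes in all. The deposited values are linear MAS5 intensities computed by the authors, with each array scaled to a trimmed mean of 500.1. The paper's own comparisons were made in dChip, whose values are not used here. Probe sets for viral and other sequences without a chicken gene symbol show the background: their 95th percentile lay between 29.8 and 39.5 from array to array.
Intensities were converted to log2 and tested with limma in 1 fit of all 9 arrays. The test covered the 19220 probe sets whose mean lay at or above the median of the 38439 that are not array controls. A probe set is called risen or fallen at a Benjamini-Hochberg adjusted p under 0.05. Gene lists were tested with camera on 1 probe set per gene, 9125 genes in all, at a preset correlation of 0.01. With an estimated correlation in its place, adjusted p also rose for lists estimated below 0.01. A lost call there does not by itself show correlated members. The comparisons, their tests and thresholds and the lists were chosen before the deposited values were examined, but after Tables S3 and S4, with fold changes from these arrays, had been read. Standard deviations (SD) of intensities are over the 3 arrays of a group. Standard errors (SE) of log2 changes come from the limma fit, whose spread is pooled over all 9 arrays and moderated across probe sets. The n given is the number of arrays per group, and this number limits the precision. The p-values measure the spread between these samples, and the paper's text does not name the cultures behind the arrays of a group. Each step of 24 h also changed the time in culture.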

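RAW, -bFGF and +bFGF arrays each resembled their own group most, and +bFGF lay closer to RAW than -bFGF did. CA2, a carbonic anhydrase, had an intensity of 831 ± 78.6 in RAW (SD, n = 3), 57.9 ± 13.1 in -bFGF and 540.4 ± 30.4 in +bFGF. FOXD3, a transcription factor of pluripotent and neural crest cells, had an intensity of 511 ± 35.3 in RAW, 50.2 ± 24.4 in -bFGF and 429 ± 89.9 in +bFGF. HESX1, a homeobox repressor, stood at 930.4 ± 107 in RAW, 131 ± 28.1 in -bFGF and 674 ± 20.2 in +bFGF. The mean Pearson correlation of log2 values was 0.989 between RAW arrays (SD 0.000729, 3 pairs), 0.9902 between -bFGF arrays (SD 0.00112) and 0.988 between +bFGF arrays (SD 0.00105). Between groups it was 0.982 for RAW and -bFGF (SD 0.00138, 9 pairs), 0.983 for -bFGF and +bFGF (SD 0.00136) and 0.986 for RAW and +bFGF (SD 0.00113). The lowest value within a group, 0.9875, lay above the highest between groups, 0.9872. The mean within groups exceeded the mean between groups by 0.00557, with a one-sided exact permutation p of 0.00357, the smallest that the 280 splits of 9 arrays can give. These correlations are across probe sets, and genes are not independent replicates. The difference of the means was 0.00299 on linear values and 0.00228 over all probe sets that are not array controls.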

In microarray analyses, a correlation matrix showed the between-group variation to be greater than the within-group variation (Fig. 6B). 

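Without bFGF for 24 h, CA2, FOXD3 and COL1A2, a chain of type I collagen, were among the genes with the steepest falls. CA2 changed by -3.87 on the log2 scale (SE 0.158, n = 3, adjusted p = 6.71e-09 from limma) and FOXD3 by -3.49 (SE 0.306, adjusted p = 6.88e-06). Both were near background without bFGF (57.9 ± 13.1 and 50.2 ± 24.4, SD), so the sizes of their changes are less certain. COL1A2 went from an intensity of 2385 ± 222 in RAW (SD, n = 3) to 263.5 ± 13 in -bFGF, a log2 change of -3.18 (SE 0.0948, adjusted p = 2.82e-10). Among the largest rises were DIO3, which inactivates thyroid hormone, by 1.70 (SE 0.108) and the neurofilament gene NEFM by 1.67 (SE 0.133). DIO2, which activates thyroid hormone, rose by 1.27 (SE 0.0887), the adhesion gene CHL1 by 1.48 (SE 0.243) and the nuclear receptor gene NR4A2 by 1.39 (SE 0.243).
Genes of cholesterol synthesis fell together: 12 of 17 measured members fell and none rose (13 fell when adjusted over the list alone). Examples are INSIG1, a sterol-regulated brake on the pathway, at -0.82 (SE 0.0597), the sterol oxidase gene MSMO1 at -0.79 (SE 0.0557) and farnesyl diphosphate synthase, FDPS, at -0.73 (SE 0.103). The list's median was -0.43 (camera, adjusted p = 6.6e-12, and adjusted p = 0.00516 with an estimated correlation), and 4 of its members are in Tables S3 or S4. Of 17 measured genes of glycolysis and glucose uptake, 8 fell and none rose (11 fell when adjusted over the list alone). The glucose transporter gene SLC2A1 changed by -0.89 (SE 0.0555), phosphofructokinase PFKP by -0.49 (SE 0.0527) and lactate dehydrogenase LDHA by -0.38 (SE 0.0612). This list had a median of -0.26 and an adjusted p = 9.72e-08 from camera, but adjusted p = 0.173 with an estimated correlation, and its fallen count was 4 without -bFGF replicate 2 and 5 without RAW replicate 2 or 3. Of 13 BMP and TGF-beta targets, 5 fell and 1 rose (5 fell and 2 rose when adjusted over the list alone), among them ID3 at -0.66 (SE 0.119) and SERPINE2 at -0.57 (SE 0.0509). The riser was SKIL, a repressor of SMAD signalling, at 0.63 (SE 0.114). The median was -0.14 (camera, adjusted p = 0.0192, but adjusted p = 0.173 with an estimated correlation), and the risen count was 2 without RAW replicate 3. Markers of fibroblasts and mesenchyme, another cell type, moved the same way: 4 of 9 fell and none rose (5 fell when adjusted over the list alone), with a median of -0.40 (camera, adjusted p = 0.00032, but adjusted p = 0.173 with an estimated correlation). They were COL1A2, the transcription factor gene PRRX1 at -0.56 (SE 0.106), COL1A1 at -0.53 (SE 0.157) and fibronectin, FN1, at -0.40 (SE 0.104). The call of COL1A1 ended without any 1 of the RAW or -bFGF arrays or +bFGF replicate 3 (adjusted p from 0.0579 to 0.177), and that of FN1 without RAW replicate 1 or 2 or any 1 of the -bFGF arrays (0.0652 to 0.114), so that 2 members were called without RAW replicate 1 or 2 or any 1 of the -bFGF arrays.
In all, limma called 1025 probe sets fallen and 1038 risen, for 639 and 737 genes, against 4826 at an unadjusted p under 0.05. Of the called probe sets, 113 fell and 52 rose by over 2-fold. The arrays of the groups did not overlap for 31.4% of probe sets, where chance gives 10%. The fallen count was 649 without RAW replicate 2, and the risen count was 640 and 585 without RAW replicates 1 and 2, and 604, 561 and 592 without -bFGF replicates 1, 2 and 3. Tested against a 1.2-fold change in place of 0, 216 fell and 125 rose, and at an adjusted p under 0.1 the risen count was 1632.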

Following bFGF withdrawal, 162 transcripts were downregulated and 91 upregulated. 

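With bFGF back for 24 h, CA2, FOXD3 and COL1A2 were among the genes with the largest rises. CA2 rose by 3.25 on the log2 scale (SE 0.158, n = 3, adjusted p = 2.16e-08 from limma), FOXD3 by 3.22 (SE 0.306, adjusted p = 1.45e-05) and the ethanolamine kinase gene ETNK2 by 3.05 (SE 0.551, adjusted p = 0.00373). The probe set of ETNK2 was at background without bFGF (37.1 ± 29.4, SD, n = 3), so the size of its rise cannot be ranked. With the brightest probe set of each gene, COL1A2 ranked 3 by size among called changes, below CA2 and FOXD3. The brightest probe set of ETNK2 therefore showed no called change as large. COL1A2 reached an intensity of 1865 ± 227 (SD, n = 3), a rise of 2.82 (SE 0.0948, adjusted p = 5.39e-10). DIO3 went from an intensity of 1060 ± 55.1 to 247 ± 25, a log2 change of -2.10 (SE 0.108, adjusted p = 3.52e-08). NEFM changed by -1.83 (SE 0.133) and FST, an inhibitor of activin, by -1.63 (SE 0.167).
Targets of the amino acid response driven by ATF4 rose: 6 of 12 measured members rose and none fell (8 rose when adjusted over the list alone). CHAC1, which degrades glutathione, rose by 0.59 (SE 0.0729), MTHFD2, of mitochondrial folate metabolism, by 0.50 (SE 0.0777), PSAT1, of serine synthesis, by 0.45 (SE 0.065) and ATF4 itself by 0.31 (SE 0.0501). The list's median was 0.26 (camera, adjusted p = 3.45e-06, and adjusted p = 0.0162 with an estimated correlation). On withdrawal 2 of its members had fallen and none had risen (5 fallen when adjusted over the list alone), with a median of -0.14 and an adjusted p of 0.083 from camera, and 1 was called when any array but +bFGF replicate 1 or -bFGF replicate 1 was left out. That list was called downward with the 75th percentile filter (adjusted p = 0.0417) and with the probe sets of a gene averaged (adjusted p = 0.0346). Of the 17 genes of cholesterol synthesis, 4 rose and none fell (8 rose when adjusted over the list alone), with a median of 0.14 (camera, adjusted p = 1.14e-05, and adjusted p = 0.0162 with an estimated correlation). MSMO1 rose by 0.40 (SE 0.0557) and the squalene epoxidase gene SQLE by 0.35 (SE 0.0554). The count was 2 without -bFGF replicate 1 or +bFGF replicate 2 or 3. In glycolysis and glucose uptake 4 of 17 rose and none fell (4 rose when adjusted over the list alone), among them SLC2A1 by 0.47 (SE 0.0555) and PFKP by 0.36 (SE 0.0527). The median was 0.08 (camera, adjusted p = 0.00108, but adjusted p = 0.252 with an estimated correlation). Of the 13 BMP and TGF-beta targets 4 rose and none fell (5 rose and 2 fell when adjusted over the list alone), or 2 rose without -bFGF replicate 2. Their median was 0.14 and their adjusted p = 0.0605 from camera (0.218 with an estimated correlation). This list was called upward with the 75th percentile filter (0.0145), quantile normalization (0.0485) or averaged probe sets (0.0265), and without RAW replicate 1 (0.0474), -bFGF replicate 3 (0.0371) or +bFGF replicate 3 (0.018). Of the 9 fibroblast and mesenchyme markers, COL1A2 rose and none fell (1 rose when adjusted over the list alone); the median was -0.03 and the mean 0.27, with an upward adjusted p of 0.409 from camera. Without +bFGF replicate 1, 1 of them was called fallen. From -bFGF to +bFGF the log2 ratio of 3' to 5' signal of the control gene actin changed by -0.246 without overlap of the arrays. RNA quality was not tested as a cause of these replacement changes.
Limma called 647 probe sets risen and 657 fallen, for 417 and 465 genes, against 3944 at an unadjusted p under 0.05. Among the called probe sets, 107 rose and 57 fell by over 2-fold. The arrays of the groups did not overlap for 25.5% of probe sets, where chance gives 10%. The fallen count was 332 without -bFGF replicate 2, 380 without -bFGF replicate 3, 436 without +bFGF replicate 3 and 426 with the 75th percentile filter. Tested against a 1.2-fold change, 178 rose and 104 fell, and at an adjusted p under 0.1 the fallen count was 1099.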

When bFGF was replaced, 132 transcripts were upregulated and 58 downregulated (Table S2). 

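Genes called by the paper's criteria included regulators of growth, chromatin and signalling that moved one way without bFGF and the other way with it. FGF13, a growth factor homologue that acts inside the cell, had a fold change of -1.63 on withdrawal (SD 0.0926, n = 3 arrays per group). On replacement its fold was 1.59 (SD 0.102). Folds are from linear intensities, and the SD of a fold is propagated from the SDs of both groups. SMARCA2, a helicase of chromatin remodelling complexes, had folds of 1.76 (SD 0.201) and -1.91 (SD 0.217). RHOB, a small GTPase gene, had folds of -1.75 (SD 0.223) and 2.15 (SD 0.234), and the membrane-binding protein gene ANXA2 folds of 1.52 (SD 0.0559) and -1.26 (SD 0.044). The criteria ask that the lower bound of a 90% interval of the ratio of the group means exceed 1.2 and that the means differ by over 50. Applied to the 38439 probe sets that are not array controls, they called 1787 on withdrawal or replacement. Of these, 756 were called on withdrawal only, 473 on replacement only and 558 in both. On withdrawal 713 fell and 601 rose, and on replacement 484 rose and 547 fell. With no minimum difference the union was 5375. In simulated data the criteria called a mean of 190 of 38239 unchanged probe sets on withdrawal. Of the 1250 withdrawal calls within the limma test, 1124 were also called there in the same direction, as were 829 of 980 on replacement, and 0 in the opposite direction in either.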

In total, we identified 310 transcripts whose expression was changed at least 1.2-fold by bFGF withdrawal or replacement. Moreover, of the gene expression changes that followed bFGF withdrawal, 133 were reversed by bFGF replacement (Fig. 6C). 

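Several regulators of development fell or rose without bFGF and changed the other way once it was replaced. The homeobox gene OTX2 changed by -1.03 on the log2 scale on withdrawal (SE 0.0776, n = 3) and by 0.81 on replacement, and the T-box gene TBXT by -0.92 (SE 0.133) and 1.04. LIN28A, an RNA-binding regulator of stem and germ cells, changed by -0.98 (SE 0.135) and 0.80, and the ETS factor gene ETV1 by -1.01 (SE 0.0831) and 1.27. EOMES, a T-box gene of mesoderm and endoderm, went the other way, by 0.82 (SE 0.124) and -0.69. All 5 passed the limma test in both comparisons, with adjusted p from 3.45e-07 to 0.00364.
Of 10 measured somatic lineage regulators, 3 fell and 2 rose on withdrawal (3 and 2 when adjusted over the list alone), and 3 rose and 3 fell on replacement (3 and 3 when adjusted over the list alone). The list as a whole passed neither test, with a median of -0.15 on withdrawal (camera, adjusted p = 0.646) and 0.20 on replacement (0.515). Of 6 ERK-responsive transcription factors, 2 fell and 1 rose on withdrawal (2 and 1 when adjusted over the list alone), and 3 rose and 1 fell on replacement (3 and 2 when adjusted over the list alone). The riser on withdrawal was MYC, at 1.05 (SE 0.196), and its fall on replacement, at -0.90, ended without -bFGF replicate 3 (adjusted p = 0.0749). The fallen count on replacement was 2 without RAW replicate 1 or 3. This list had a median of 0.05, a mean of -0.03 and a downward adjusted p of 0.646 on withdrawal, and a median of 0.22 and an adjusted p of 0.145 on replacement, which was 0.0374 with the 75th percentile filter. Of 24 germ cell and pluripotency markers, 5 fell and 2 rose on withdrawal (7 and 2 when adjusted over the list alone), with a median of -0.01 (camera, adjusted p = 0.31). Of these, 3 were called fallen without RAW replicate 2, and 3 fallen and 1 risen without -bFGF replicate 2. On replacement 4 rose and 1 fell (6 and 1 when adjusted over the list alone), with a median of 0.11 and an adjusted p = 0.00793 from camera, but adjusted p = 0.252 with an estimated correlation. The 75th percentile filter also ended that call (adjusted p = 0.0724). The risen count was 2 without -bFGF replicate 1 or 3 or +bFGF replicate 2 or 3, and the fallen count 0 without -bFGF replicate 1 or 2 or +bFGF replicate 2 or 3.
By limma, 801 probe sets were reversed: 446 fell and then rose, and 355 rose and then fell, while 2 changed further the same way. The count expected from independent calls is 70. The -bFGF arrays enter both comparisons. Across probe sets, which are not independent replicates, the log2 changes of the comparisons had a correlation of -0.69 and a covariance of -0.0557, against -0.50 and -0.0139 in 50 draws of groups simulated without an effect that share the -bFGF arrays, so that part of this relation can come from the shared arrays. By the paper's criteria 301 probe sets fell and then rose and 257 rose and then fell, where independent calls give 17.5. The limma count was 481 without -bFGF replicate 2, and 179 when tested against a 1.2-fold change.

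**Figure D1:**
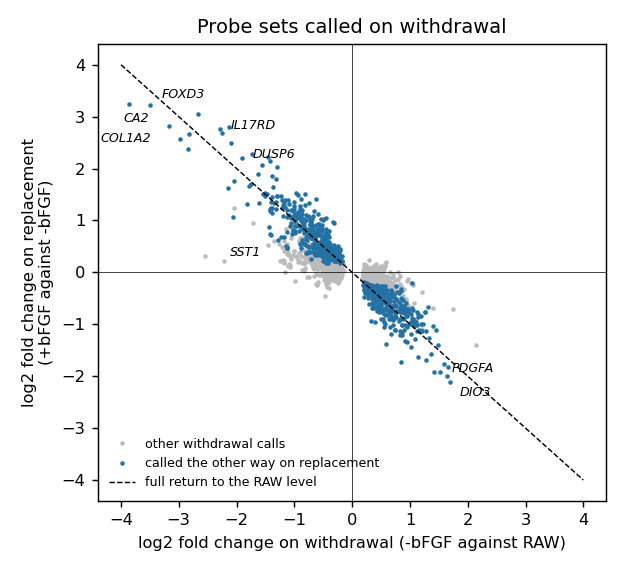
Log2 change on replacement (vertical axis) against log2 change on withdrawal (horizontal axis) for the 2063 probe sets called on withdrawal by limma, with the 801 called the other way on replacement in blue, the others in grey and full return as the dashed line. CA2, FOXD3 and COL1A2 lie near the line at the upper left, with DIO3 and PDGFA at the lower right, while SST1 lies far below the line at a replacement change of 0.22.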

Hierarchical clustering analysis also showed that most of the gene expression changes that followed bFGF withdrawal were reversed by bFGF replacement, though in some cases only partially (Fig. 6D).

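Some genes that fell on withdrawal stayed low after bFGF was replaced. SST1, a somatostatin gene, had an intensity of 216 ± 17.2 in RAW (SD, n = 3), 46.8 ± 6.94 in -bFGF and 54.2 ± 7.34 in +bFGF, and fell by 2.00 on the log2 scale from RAW to +bFGF (SE 0.22, adjusted p = 0.000577 from limma). NPL, an enzyme of sialic acid breakdown, had fallen by 2.06 on the log2 scale (SE 0.168) and rose by 1.07, ending -0.99 from RAW (adjusted p = 0.00714). In cholesterol synthesis, INSIG1 stayed -0.64 below RAW (SE 0.0597, adjusted p = 0.000188), the squalene synthase gene FDFT1 -0.41 (SE 0.0592) and MSMO1 -0.38 (SE 0.0557). SLC2A1 stayed at -0.42 (SE 0.0555, adjusted p = 0.00189). Other genes passed the RAW level: SPRY2, a feedback inhibitor of ERK signalling, ended 0.51 above it (SE 0.0626, adjusted p = 0.00122).
Of the 2063 probe sets called on withdrawal, 1918 (93%) changed with the opposite sign on replacement and 38.8% passed the test in that direction. Their median return was 63% of the withdrawal change, 61.9% for those that fell and 63.1% for those that rose. The +bFGF level still differed from RAW in the withdrawal direction for 280, of which 247 were not reversed on replacement, and lay beyond RAW for 43. Among all tested probe sets, 71.1% had opposite signs, against 66.7% in groups simulated without an effect that share the -bFGF arrays. When withdrawal was called with a pair of -bFGF arrays and replacement was measured against the array left out, 87%, 89.1% and 86.2% of calls had the opposite sign for -bFGF replicates 1, 2 and 3, and the median return was 59.1%, 57.3% and 54.1%.

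**Figure D2:**
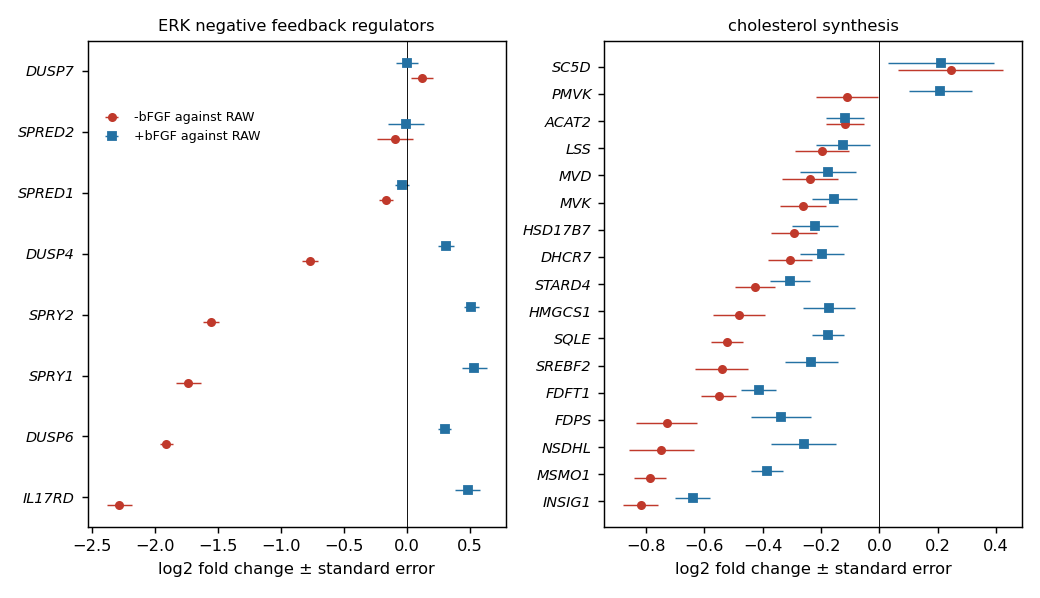
Log2 change from RAW (horizontal axis, ± SE from the limma fit, 3 arrays per group) in -bFGF (red circles) and +bFGF (blue squares). Shown are 8 genes of ERK negative feedback and 17 genes of cholesterol synthesis. SPRY2 lies at 0.51 in +bFGF, whereas INSIG1 lies at -0.64.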

**Figure 6:**
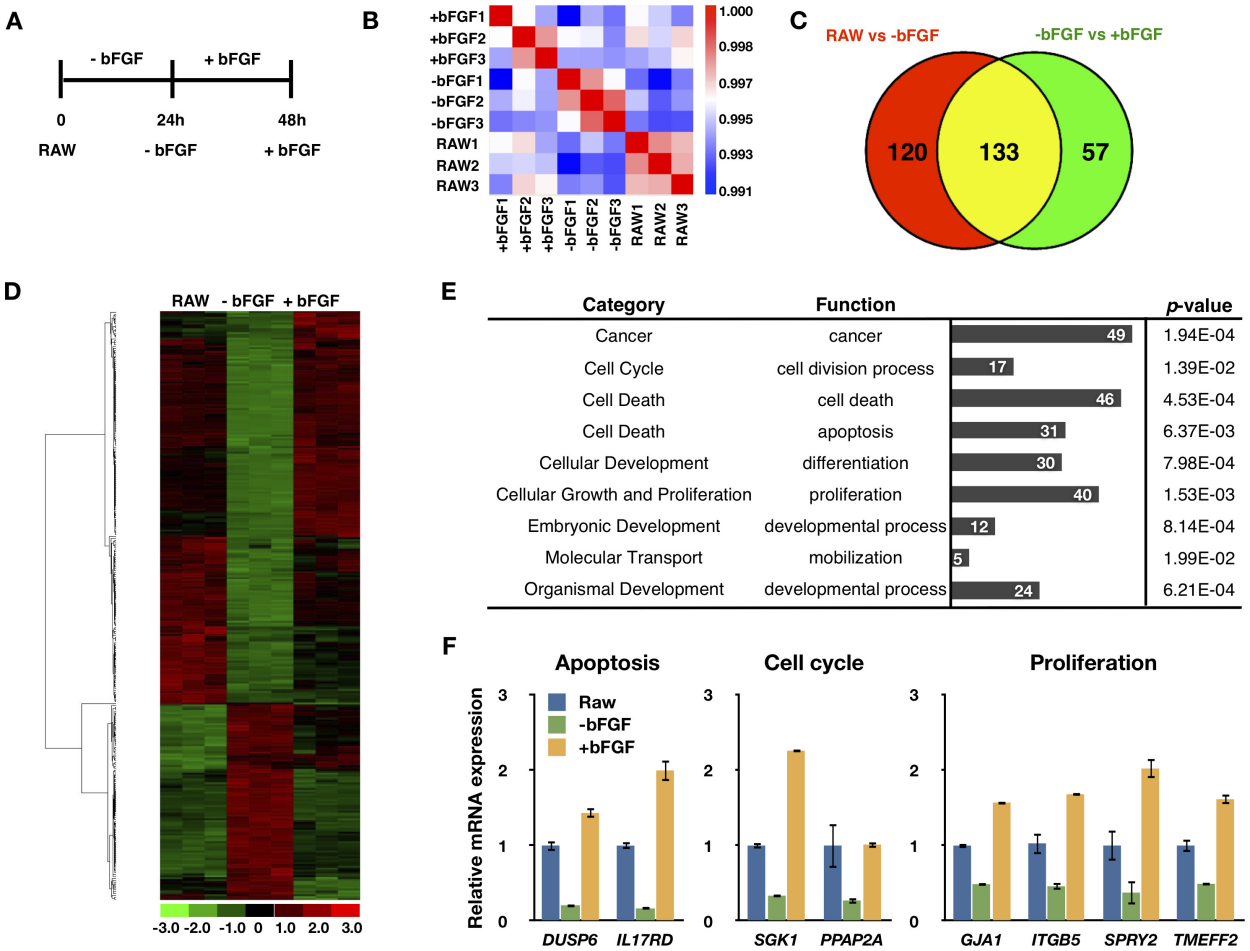
Identification of bFGF-regulated transcripts in PGCs. (A) Schematic representation of sample preparation. RNA samples were extracted at three time points: before bFGF withdrawal (RAW), 24 h after bFGF withdrawal (-bFGF), and 24 h after bFGF replacement (+bFGF). (B) Pearson's correlation matrix of microarray data. (C) Venn diagram distribution of bFGF-regulated genes. (D) Hierarchical clustering of bFGF-regulated transcripts. Clustering was performed on 322 transcripts whose expression changed at least 1.2-fold among the three groups. (E) Functional categorization of genes whose expression changed following bFGF withdrawal and replacement. (F) Validation by quantitative RT-PCR of the microarray data relating to genes with roles in the control of apoptosis, cell cycle, and proliferation (mean ± SEM; *n* = 3).

We next categorized the bFGF-regulated genes into specific functional groups according to gene ontology (GO). 

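In the functional groups that the paper gives in Table S3, most measured members fell without bFGF and rose with it. The receptor gene CXCR4, which guides migrating germ cells, changed by -0.52 on the log2 scale on withdrawal (SE 0.0756, n = 3, adjusted p = 0.000558 from limma) and 0.60 on replacement (adjusted p = 0.000223). BARD1, a partner of BRCA1 in DNA repair, changed by -0.60 (SE 0.0579) and 0.52, and the calcium pump gene ATP2B1 by -0.51 (SE 0.0506) and 0.40. AKAP12, a scaffold of protein kinases A and C, went the other way, by 0.61 (SE 0.0775) and -0.52, as did the tetraspanin gene CD82, by 0.49 (SE 0.0626) and -0.72.
In the apoptosis group 26 of 29 measured genes fell and 3 rose on withdrawal (26 and 3 when adjusted over the list alone). The fallen and risen genes numbered 32 and 10 of 43 for cell death (32 and 10 when adjusted over the list alone), 30 and 11 of 45 for cancer (31 and 11), and 27 and 8 of 36 for proliferation (28 and 8). They numbered 19 and 8 of 27 for differentiation, 10 and 5 of 15 for cell division, 9 and 2 of 11 for embryonic development, 17 and 4 of 21 for organismal development and 4 and 0 of 4 for mobilization, unchanged when adjusted over the list alone. Group medians ran from -0.37 for differentiation to -0.58 for apoptosis. On replacement 22 rose and 2 fell in the apoptosis group, 27 and 7 in cell death, 26 and 9 in cancer, 22 and 7 in proliferation, 14 and 7 in differentiation, 9 and 4 in cell division, 7 and 2 in embryonic development, 12 and 4 in organismal development and 4 and 0 in mobilization. When adjusted over the list alone these were 24 and 2, 31 and 9, 30 and 10, 25 and 8, 18 and 8, 10 and 5, 9 and 2, 16 and 4, and 4 and 0. By camera, adjusted over the 9 groups, each was called downward on withdrawal (adjusted p from 4.13e-28 to 3.25e-05) and upward on replacement (3.19e-30 to 1.1e-06). With an estimated correlation the largest adjusted p was 0.00438 on withdrawal and 0.002 on replacement. The study chose these genes on these samples, so the counts are not independent evidence of their direction.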

GO groups that were enriched in the lists of genes whose expression was altered by bFGF withdrawal or replacement included cancer, cell division process, cell death, apoptosis, differentiation, proliferation, developmental process, and mobilization (Fig. 6E and Table S3). 

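CCND1 and CCND2, D-type cyclins that drive entry into S phase, fell without bFGF and rose when it was replaced. CCND1 changed by -0.59 on the log2 scale on withdrawal (SE 0.0638, n = 3, adjusted p = 4.55e-05 from limma) and by 0.94 on replacement (adjusted p = 5.55e-07). CCND2 changed by -0.43 (SE 0.0474, adjusted p = 6.2e-05) and 0.30 (adjusted p = 0.00157), and the replication helicase gene MCM2 by -0.36 on withdrawal (SE 0.0653, adjusted p = 0.00289). On replacement, BMF, which opposes BCL2 proteins, changed by -0.69 (SE 0.106, adjusted p = 0.00113) and APAF1, the scaffold of the apoptosome, by -0.57 (SE 0.108, adjusted p = 0.00515). SIVA1, a pro-apoptotic gene, changed by -0.34 on withdrawal (SE 0.064, adjusted p = 0.00372).
As wholes, the lists of cell cycle, apoptosis and ribosome biogenesis genes passed the test in neither comparison. By other measures, the paper found fewer cells in S and G2/M phase and more apoptotic cells after 24 h without bFGF (Fig. 2E-2J). Whether such shifts in the cells lie behind changes on these arrays was not tested. Of 24 genes of G1/S and DNA replication, 3 fell and none rose on withdrawal (3 fell and 1 rose when adjusted over the list alone), with a median of 0.03, a mean of -0.03 and a downward adjusted p of 0.538 from camera. On replacement 2 rose and none fell (2 rose when adjusted over the list alone), with an adjusted p of 0.379. Without RAW replicate 2 or +bFGF replicate 2, 1 was called risen on withdrawal, and without +bFGF replicate 2, 1 was called fallen on replacement. Of 27 genes of G2/M and mitosis, 7 rose and 1 fell on withdrawal (7 and 1 when adjusted over the list alone), with a median of 0.09 (camera, adjusted p = 0.083). That list was called upward with no filter (adjusted p = 0.02), quantile normalization (0.0305), averaged probe sets (0.0496) or without -bFGF replicate 3 (0.0423), while its adjusted p = 0.688 with an estimated correlation. The risen count was 0 without RAW replicate 2 or -bFGF replicate 1, 1 without -bFGF replicate 2, 2 without RAW replicate 1 and 3 without -bFGF replicate 3, and the fallen count was 0 without RAW replicate 2 or 3 or -bFGF replicate 2 or 3. On replacement 1 rose and 1 fell (2 and 1 when adjusted over the list alone; adjusted p = 0.743), with 0 fallen when any array but RAW replicate 3 or +bFGF replicate 1 was left out. Of 11 CDK inhibitors and FOXO targets, none was called by limma on withdrawal (none when adjusted over the list alone; camera, adjusted p = 0.846), and on replacement 1 fell (1 when adjusted over the list alone; 0.165), or 0 without -bFGF replicate 2 or 3. Of 16 pro-apoptotic genes, 1 rose and 1 fell on withdrawal (1 and 1 when adjusted over the list alone), with a median of -0.03, a mean of 0.02 and a downward adjusted p of 0.772. The riser was BMF, at 0.42, whose call ended without RAW replicate 2 or 3 or -bFGF replicate 1 or 3 (adjusted p from 0.0547 to 0.103), and 2 were called fallen without -bFGF replicate 1. On replacement 1 rose and 3 fell (2 and 4 when adjusted over the list alone; adjusted p = 0.792), with 0 risen without -bFGF replicate 2 or 3 or +bFGF replicate 2 or 3. Of 10 anti-apoptotic genes, none was called in either comparison (none when adjusted over the list alone), with adjusted p of 0.612 and 0.66. Of 19 genes of ribosome biogenesis, none was called either (none when adjusted over the list alone; 0.795 and 0.0908), though this list was called upward on replacement without RAW replicate 1 (adjusted p = 0.0474), and 1 member was called risen on withdrawal without -bFGF replicate 1.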

The microarray results showed that many genes involved in cell survival and proliferation were regulated by bFGF. These include *SPRY2* (NM_204800.1), *PPAP2A* (XM_424730.2), *GJA1* (NM_204586.1), and *TMEFF2* (XM_001231528.1), all of which are involved in cell cycle or proliferation and *IL17RD* (NM_204515.1), *DUSP6* (NM_204354.1), *SGK1* (NM_204476.1), and *ITGB5* (NM_204483.1), which are classified as cell death genes (Table S4). 

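All 8 genes had their lowest intensity in -bFGF, and on each of the 3 arrays without bFGF all 8 lay below every RAW and +bFGF array. SPRY2 had an intensity of 2642 ± 99.8 in RAW (SD, n = 3), 901 ± 38.1 in -bFGF and 3775 ± 194 in +bFGF. PPAP2A, annotated as PLPP1, had 5686 ± 302, 2182 ± 81.9 and 7895 ± 363 in the same order. GJA1, the gap junction protein connexin 43, had 2725 ± 104, 1111 ± 19.3 and 3103 ± 444, and TMEFF2 had 2668 ± 135, 1038 ± 40.1 and 3255 ± 420. Among the cell death genes, IL17RD had an intensity of 1152 ± 31.7 in RAW, 238 ± 35.2 in -bFGF and 1614 ± 94.6 in +bFGF. DUSP6, an ERK phosphatase, had 3793 ± 6.77, 1012 ± 23.5 and 4674 ± 125, the kinase gene SGK1 had 1913 ± 94.2, 719 ± 65.4 and 3189 ± 47.9, and the integrin gene ITGB5 had 2449 ± 141, 1214 ± 78.5 and 2832 ± 82.2. By limma GJA1 changed by -1.29 on the log2 scale on withdrawal (SE 0.0848, adjusted p = 4.7e-07) and by 1.47 on replacement (adjusted p = 9.63e-08). TMEFF2 changed by -1.36 (SE 0.0843, adjusted p = 2.78e-07) and 1.64 (adjusted p = 3.52e-08), and ITGB5 by -1.01 (SE 0.0668, adjusted p = 4.89e-07) and 1.22 (adjusted p = 6.15e-08). From RAW to +bFGF these 3 genes did not pass the test, with log2 changes of 0.18 for GJA1 (adjusted p = 0.292), 0.28 for TMEFF2 (0.0978) and 0.21 for ITGB5 (0.116).

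**Figure D3:**
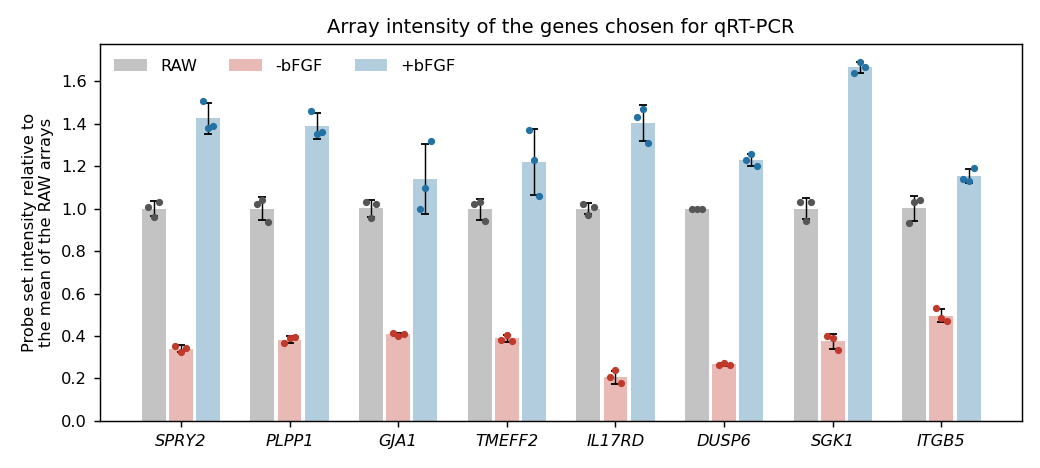
Intensity relative to the RAW mean (vertical axis, starting at 0) of the 8 genes in RAW (grey), -bFGF (red) and +bFGF (blue), with bars for the mean of 3 arrays, dots for single arrays and error bars for the SD. IL17RD has the lowest bar without bFGF, at 0.207, and SGK1 the highest with bFGF replaced, at 1.67.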

We validated the microarray data by quantitative RT-PCR. The results showed agreement between the microarray expression profile and quantitative RT-PCR data (Fig. 6F). Collectively, these data suggest that bFGF's regulation of genes with roles in the control of cell proliferation and survival may promote PGC population expansion *in vitro*.

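Scaled to the RAW mean, as in a plot of relative expression, array intensities in -bFGF lay between 0.207 and 0.496 for these 8 genes. IL17RD had a relative intensity of 0.207 ± 0.0306 in -bFGF (SD, n = 3) and 1.40 ± 0.0821 in +bFGF, and DUSP6 had 0.267 ± 0.00619 and 1.23 ± 0.0328. SPRY2 had 0.341 ± 0.0144 and 1.43 ± 0.0733, SGK1 0.376 ± 0.0342 and 1.67 ± 0.0251, and PPAP2A 0.384 ± 0.0144 and 1.39 ± 0.0638. TMEFF2 had 0.389 ± 0.015 and 1.22 ± 0.157, GJA1 0.408 ± 0.0071 and 1.14 ± 0.163, and ITGB5 0.496 ± 0.032 and 1.16 ± 0.0335. The spread in +bFGF was widest for GJA1, from 0.997 to 1.32, and for TMEFF2, from 1.06 to 1.37. The quantitative RT-PCR values are not analysed here.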

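Growth and signalling genes that Table S4 places with proliferation and survival moved both ways with bFGF. PDGFA, a growth factor gene, rose by 1.53 on the log2 scale on withdrawal (SE 0.0888, n = 3, adjusted p = 1.4e-07 from limma) and changed by -1.91 on replacement (adjusted p = 1.33e-08). RHOB changed by -0.81 (SE 0.0911, adjusted p = 7.05e-05) and 1.11 (adjusted p = 3.67e-06). SMAD2, which carries TGF-beta signals, changed by -0.58 (SE 0.0669, adjusted p = 8.62e-05) and 0.93 (adjusted p = 9.98e-07). CD38, an enzyme of NAD metabolism, changed by 0.68 (SE 0.0799) and -0.71, and EAF2, a transcription elongation factor gene, by 0.35 (SE 0.0517) and -0.69. From such changes in genes with roles in proliferation and survival, the paper proposes that their regulation by bFGF may promote the expansion of PGCs in culture.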

## Discussion

Specific growth factors and feeder cells are reportedly required for the culture of PGCs *in vitro*. In zebrafish, epidermal growth factor, bFGF, Kit ligand-a, stromal cell-derived factor-1b, and RTS34st feeder cells were used to culture PGCs [31]. In mice and humans, three growth factors, namely LIF, SCF, and bFGF, and STO feeder cells are required for the culture of EGCs [32], [33]. Chicken PGCs have been cultured in media supplemented with the same growth factors (except for LIF, which is produced from BRL-conditioned media) and feeder cells as mammalian EGCs [19]. In contrast to mammalian EGCs and zebrafish PGCs, which attach to the culture surface, the chicken PGCs in our system grew in suspension without physical interaction with the feeder layer. We therefore reasoned that the major role of the feeder layer might be to supply growth factors, and hypothesized that the addition of essential growth factors to the culture medium might be enough to support *in vitro* proliferation of PGCs. To test our hypothesis, PGCs were cultured in media supplemented with different growth factors under feeder-free condition. Moreover, we did not use BRL-conditioned media. As a result, we identified bFGF as being an essential factor for *in vitro* PGC proliferation because PGCs grew in media supplemented with bFGF alone and maintained PGC characteristics. In mammals, bFGF also acts as a mitogen for PGCs *in vitro* [33]. However, a recent study showed that bFGF is also a key factor in reprogramming PGCs to become EGCs [34]. bFGF downregulates *Blimp1* (which plays a critical role in the specification and maintenance of the early germ cell lineage [35]) resulting in upregulation of *Blimp1* targets including *c-Myc* and *Klf4*, which are the key factors in promoting reprogramming somatic cells to become pluripotent [36]. However, we did not, in the present study, observe EGC-like colonies during culture of more than 150 days.

van de Lavoir et al. [19] reported in vitro culture of chicken PGCs and they used STO cells as a feeder and BRL-conditioned media. But in our culture condition, chicken PGCs can be maintained without feeder layer (a feeder-free) and BRL-conditioned media. In this paper, we found that FGF signaling is more essential than a feeder or BRL-conditioned media for in vitro proliferation of chicken PGCs.

PGCs grew to form cell colonies under the growth conditions we used, which contradicts a previous report in which PGCs grew as single cells [19]. Growth factors may not be the major cause of the colony formation as PGCs formed colonies with all growth factor combinations we tested. This discrepancy possibly stems from the other differences in the two different culture methods for PGCs. The essential differences are the use of feeder layers and BRL-conditioned media. Further study will be needed to reveal what factors cause PGCs to form colonies. However, colony formation may be normal. A study in mice found that PGCs aggregate together and that interactions between PGCs play a role in the accumulation of PGCs in the genital ridge [37]. In chickens, PGCs were previously shown to aggregate to form cell colonies not attaching to the surface provided during culture [38].

Morphological analysis of PGCs in a previous report demonstrated that PGCs were sphere-shaped with numerous microvilli [39]. Moreover, it has been reported than when PGCs adhered to a collagen layer, the majority of the PGCs produced small pseudopodia [40]. For our data, PGCs also had numerous microvilli and generated pseudopodia when attached to Matrigel. These results suggest that cultured PGCs maintain similar morphological characters to those of PGCs *in vivo*.

In the present study, PGCs expressed SSEA-1, ITGA6, and ITGB1 but not SSEA-3 or SSEA-4. In a previous study, we reported that SSEA-3 and SSEA-4 were markers for PGCs and EGCs, assuming that PGCs were cultured for fewer than 10 days to maintain the characteristics of PGCs [20]. This disparity could arise from the different culture conditions employed that may have resulted in different glycochain expression. Alternatively, the PGCs might have differentiated into EGCs within 10 days of culture in the previous study. Indeed, a recent study in mice showed that differentiation of PGCs into EGCs takes approximately 10 days [34].

Migrational activity is a key characteristic of PGCs. In stage X blastoderms, about 30 PGCs are scattered in the central zone of the *area pellucida* [4]. After segregation from the epiblast, PGCs are known to passively relocate to the germinal crescent during gastrulation [25], [41]. Although we were unable to define the exact mechanism by which PGCs translocate to the germinal crescent, our results somewhat support the notion that PGCs move actively to the germinal crescent as most of the exogenous PGCs that had been introduced localized to the germinal crescent. Had they moved passively, injected PGCs would be expected to be distributed evenly throughout other areas.

Many signaling pathways may support the biology of stem cells. In mouse embryonic stem cells (ESCs), signaling *via* LIF/STAT3 [42], BMP/ID [43], PI3K/AKT [44], [45], and Src [46] plays a critical role in maintaining the capacity for self-renewal. In human ESCs, MEK/ERK signaling, which lies downstream of the FGF receptor, is required for the maintenance of pluripotency, while PI3K/AKT signaling regulates cell proliferation and survival [47]. In mouse SSCs, glial cell-derived neurotrophic factor (GDNF) activates downstream signals that mediate self-renewal *via* the PI3K/AKT pathway [48] and also promotes mSSC proliferation by upregulating c-Fos transcription *via* the ERK/MEK pathway [49]. In the present study, we examined MAPK and PI3K/AKT signaling molecules as candidate downstream effectors of bFGF responses as FGFR is a receptor tyrosine kinase whose activation induces cell proliferation and differentiation *via* the MEK/ERK pathway or PI3K/AKT pathway during early development in vertebrates [50]. Two other MAPK pathways, p38 and JNK, were also found to be activated by FGF signaling in different cell types [51], [52], [53]. Our data collectively show that MEK/ERK is a downstream target of bFGF that activates a diverse range of second messengers and supports cell proliferation in chicken PGCs.

Although bFGF stimulates MEK/ERK signaling and induces the proliferation of PGCs, MEK/ERK alone was not enough to prevent PGCs from losing their unique potential because bFGF withdrawal did not significantly alter marker expression or migrational activity. In addition to MEK/ERK signaling, other signaling pathways may play important roles in maintaining PGC characteristics.

We also identified genes whose expression in PGCs was altered by bFGF. Of them, *IL17RD* was the most markedly changed gene (by both bFGF withdrawal and replacement). 

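IL17RD, also known as SEF, changed by -2.28 on the log2 scale on withdrawal (SE 0.1, n = 3, adjusted p = 1.23e-08 from limma) and by 2.77 on replacement (adjusted p = 1.02e-09). On withdrawal COL1A2, at -3.18 (SE 0.0948), and the homeobox gene HESX1, at -2.84 (SE 0.136), changed more. On replacement COL1A2, at 2.82 (SE 0.0948), differed from IL17RD by less than its SE. CA2 and FOXD3 had larger values in both comparisons, but were near background without bFGF (57.9 ± 13.1 and 50.2 ± 24.4, SD). So did a probe set of ETNK2 on replacement, which was at background without bFGF and is not the gene's brightest. After replacement, IL17RD stood 0.49 above RAW on the log2 scale (SE 0.1, adjusted p = 0.0201). This last call ended without RAW replicate 1, 2 or 3 or +bFGF replicate 2, with adjusted p from 0.0539 to 0.0905.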

*IL17RD* (also known as *SEF*) is a spatial regulator of RAS/MAPK signaling. SEF specifically blocks ERK nuclear translocation without inhibiting its activity in the cytoplasm, consequently inhibiting phosphorylation and activation of the nuclear ERK substrate, ELK-1 [54]. Therefore, MEK/ERK signaling may activate cytoplasmic substrates such as RSK2. The expression profiles of two negative feedback regulators of MEK/ERK, *SPRY2* and *DUSP6* (also known as *MKP3* [50]) were similar to that of *IL17RD*, suggesting that excessive activation of ERK adversely affects the potential of PGC. 

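SPRY2 fell by 1.55 on the log2 scale on withdrawal (SE 0.0626, n = 3, adjusted p = 6.71e-09 from limma) and rose by 2.07 on replacement (adjusted p = 2.94e-10), and DUSP6 changed by -1.91 (SE 0.0524, adjusted p = 1.91e-10) and 2.21 (adjusted p = 2.75e-11). The related genes SPRY1 and DUSP4 moved the same way: SPRY1 fell by 1.73 (SE 0.0983, adjusted p = 1.2e-07) and rose by 2.27 (adjusted p = 5.65e-09), and DUSP4, another MAP kinase phosphatase, changed by -0.77 (SE 0.0635, adjusted p = 3.82e-06) and 1.08 (adjusted p = 1.21e-07). With IL17RD these make 5 of the 8 measured ERK negative feedback regulators that fell on withdrawal, where none rose (6 fell when adjusted over the list alone). The same number, 5, rose on replacement and none fell (5 rose when adjusted over the list alone). The list's median was -1.16 on withdrawal (camera, adjusted p = 1.9e-10, and adjusted p = 0.00516 with an estimated correlation) and 1.57 on replacement (adjusted p = 4.3e-13, and adjusted p = 0.00509 with an estimated correlation). The 5 called members are also the 5 of the list in Tables S3 or S4, which the study chose on these samples and which were read before the list was fixed. The list's test is therefore not independent evidence of its direction.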

The alteration in *DUSP6* expression may also relate to our observation that phosphorylation of ERK1/2 decreased 6 h after bFGF treatment. In addition, the bFGF-regulated genes included several with cellular functions important for cell survival and proliferation, including ion transport (*SGK1*) [55], glycolipid metabolism (*PPAP2A*) [56], and cell proliferation [57]. However, functional studies are needed to confirm their precise functions in PGCs.

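SGK1, a serum- and glucocorticoid-regulated kinase, fell by 1.42 on the log2 scale on withdrawal (SE 0.0734, n = 3, adjusted p = 5.12e-08 from limma) and rose by 2.15 on replacement (adjusted p = 5.39e-10). PPAP2A, a lipid phosphate phosphatase annotated as PLPP1, changed by -1.38 (SE 0.0588, adjusted p = 9.96e-09) and 1.86 (adjusted p = 3.12e-10). Both ended above RAW after replacement, SGK1 by 0.74 (SE 0.0734, adjusted p = 0.000282) and PPAP2A by 0.47 (SE 0.0588, adjusted p = 0.00134).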

We conclude that bFGF is an essential growth factor for the *in vitro* culture of chicken PGCs under feeder-free conditions, whose effects are mediated by MEK/ERK. Our results provide novel insights into the physiology of germ cells in other species as chickens are the only vertebrate in which unlimited expansion of PGCs is feasible. PGCs may become a versatile tool for generating transgenic bioreactors and avian models.

## Materials and Methods

### Experimental Animals and Animal Care

The care and experimental use of chickens were approved by the Institute of Laboratory Animal Resources, Seoul National University (SNU-070823-5). Korean Oge (KO) and White Leghorn (WL) chickens were maintained according to a standard management program at the University Animal Farm, Seoul National University, Korea. The procedures for animal management, reproduction, and embryo manipulation adhered to the standard operating protocols of our laboratory.

### Culture of PGCs

Approximately 2 µl of whole blood cells taken from the dorsal aorta of stage 14–15 (H&H) (50–54 h of incubation) KO chicken embryos (mixed-sex) were mixed and cultured in media comprising knockout Dulbecco's modified Eagle's medium (Invitrogen, Carlsbad, CA), 7.5% fetal bovine serum (Hyclone, Logan, UT), 2.5% chicken serum (Sigma-Aldrich, St. Louis, MO), 2 mM GlutaMAX-I Supplement (Invitrogen), 1× nucleosides (Millipore, Temecula, CA), 1× nonessential amino acids, β-mercaptoethanol, and combinations of the following growth factors: 2 ng·ml^−1^ human LIF (Sigma-Aldrich), 5 ng·ml^−1^ human SCF (Sigma-Aldrich), and 10 ng·ml^−1^ human bFGF (Sigma-Aldrich). Cells were cultured in a CO_2_ incubator maintained at 37°C in an atmosphere of 5% CO_2_ in air with 60%–70% relative humidity. The cultured PGCs were subcultured at 3- to 4-day intervals by dissociating cell colonies using Accutase (Millipore). To generate pseudopodia, PGCs were cultured on hESC-qualified Matrigel (BD Biosciences, San Jose, CA).

### Cell cycle analysis

Cultured cells were fixed with 70% ethanol at 4°C overnight and incubated with RNase (100 µg·ml^−1^; Sigma-Aldrich) for 5 min. After addition of propidium iodide (50 µg·ml^−1^ in PBS; Sigma-Aldrich), DNA content was analyzed using a FACS Calibur flow cytometer (BD Biosciences).

### TUNEL Assay

Cells were washed and concentrated on glass slides. After fixation in a formalin-ethanol fixative (4% formalin in 95% ethanol) for 10 min, the cells were incubated in a permeabilization solution (0.1% Triton X-100 in PBS). Apoptotic cells were identified using an In Situ Cell Death Detection Kit, TMR red (Roche Applied Science, Basel, Switzerland) that stains apoptotic cells red. Cells were counterstained with DAPI, mounted, and analyzed under a fluorescence microscope.

### Scanning Electron Microscopy

Cultured PGCs were fixed in 2% glutaraldehyde in 0.1 M sodium cacodylate buffer (SCB; pH 7.2) and post-fixed in 1% osmium tetroxide in SCB at 4°C for 2 h. After dehydration in a graded series of increasing concentrations of ethanol, the samples were immersed in hexamethyldisilazane and then dried. The samples were observed using a SUPRA 55VP field emission scanning electron microscope (Carl Zeiss, Oberkochen, Germany) at the National Instrumentation Center for Environmental Management (NICEM) at Seoul National University.

### Immunocytochemistry

A protocol adapted from a previous report [20] was used for immunocytochemistry. Briefly, cultured PGCs were fixed in 3.7% paraformaldehyde solution for 10 min, washed three times with phosphate-buffered saline (PBS) and blocked with blocking buffer, consisting of PBS containing 5% (v/v) goat serum and 1% bovine serum albumin, for 30 min and then incubated with primary antibodies diluted 1∶200 in blocking buffer at 4°C overnight. Primary antibodies raised against SSEA-1 (Santa Cruz Biotechnology, Santa Cruz, CA), SSEA-3 (Santa Cruz Biotechnology), SSEA-4 (Santa Cruz Biotechnology), ITGA6 (Millipore), and ITGB1 (Millipore) were used. Following three washes with PBS, cells were incubated with secondary antibodies labeled with phycoerythrin or fluorescein isothiocynate (Santa Cruz Biotechnology) for 1 h at room temperature. Cells were finally mounted with ProLong® Gold antifade reagent (with DAPI, or 4′,6-diamidino-2-phenylindole) (Invitrogen) and analyzed under a fluorescence microscope. For PGCs in whole embryonic blood at day 0, staining was carried out using the SSEA-1 antibody and DAKO Universal LASB® kit, Peroxidase (DAKO, Carpinteria, CA) according to the manufacture's instruction.

### RT-PCR Analysis

Total RNA samples were prepared using an RNeasy Mini Kit (Qiagen, Valencia, CA) and cDNA synthesized using AccuPower® RT PreMix (Bioneer, Daejeon, Korea). RT-PCR was performed using specific primer sets (Table S5). Reactions comprised 35 cycles at 95°C for 20 s, 60°C for 40 s, and 72°C for 1 min. RNA was extracted from purified PGCs that were isolated by magnetic-activated cell sorting (MACS) [58] from gonadal cells from stage 27–28 chicken embryos using an anti-SSEA-1 antibody, and this RNA was used as a control. Primer set information is listed in Table S5.

### Detection of Telomerase Activity

Cultured PGCs were pelleted and frozen at −70°C before analysis. Telomerase activity was detected using a TRAPEZE® XL Telomerase Detection Kit (Millipore) according to the manufacturer's protocol. DT40 was used as a positive control, and chicken embryonic fibroblasts (CEFs) and lysis buffer as negative controls.

### Migration Assay

PGCs cultured for 82 days were used for the migration assay. To assay migration into the germinal crescent, cultured PGCs were labeled with PKH26 fluorescent dye (Sigma-Aldrich) and then transferred into the subgerminal cavity of stage X embryos. After they were sealed with Parafilm, eggs were further incubated until stage 6 (24 h of incubation). Embryos were cut away from the yolk with the aid of filter paper and microdissecting scissors and then the number of fluorescent PGCs in the germinal crescent of excised embryos was counted under a fluorescence microscope (IX-70, Olympus, Tokyo, Japan). To assay migration into the gonads, PKH26-labeled PGCs were injected into the dorsal aorta of stage 14–17 embryos. After they were sealed with Parafilm, eggs were further incubated until stage 30. Gonads from the recipient embryos were retrieved, and then the number of fluorescent PGCs in the gonad was counted under a fluorescence microscope (IX-70, Olympus).

### Production of Germline Chimeric Chicken

PGCs cultured for more than 50 days were used for germ cell transfer. A small window was made at the pointed end of the recipient egg, and 2 µl (containing approximately 3,000 cells) was injected into the upper portion of the dorsal aorta of the stage 13 WL embryo (50 h of incubation) using a micropipette. The window was then sealed twice with Parafilm, and the egg was incubated with the pointed end down until hatching. Putative germline chimeric chickens that reached sexual maturity were then testcrossed by mating with KO (*i/i*) chickens of the opposite sex. Donor PGC-derived offspring could be identified based on their color: donor PGC-derived progeny (*i/i*) had black feathers, whereas the progeny (*I/i*) from endogenous WL PGC (*I/I*) had white feathers.

### Western Blot Analysis

Total protein was extracted using a Qproteome™ Mammalian Protein Prep Kit, separated on a 10% polyacrylamide gel and then transferred to a polyvinylidene fluoride membrane (Millipore). The following primary antibodies were used: rabbit anti-ERK1/2, anti-phospho (p)-ERK1/2, anti-MEK1/2, anti-p-MEK1/2, anti-AKT, anti-p-AKT (Thr308), and anti-p-AKT (Ser473) (Cell Signaling Technology, Danvers, MA); and mouse anti-β-actin (Santa Cruz Biotechnology). Peroxidase-conjugated anti-rabbit IgG and anti-mouse IgG (Santa Cruz Biotechnology) were used as secondary antibodies. The blots were treated with the ECL substrate solutions (AbFrontier, Seoul, Korea) and exposed in a ChemiDoc XRS System (Bio-Rad Laboratories, Hercules, CA) to detect chemiluminescence.

### Microarray

Microarray analysis was performed using Affymetrix GeneChip® Chicken Genome Arrays (Affymetrix, Santa Clara, CA). Data were generated by the Seoulin Bioscience Cooperation (Seoul, Korea). Total RNA was extracted from three different treated cell samples using an RNeasy Total RNA Isolation Kit (Qiagen). All experiments were repeated three times. Briefly, we used dChip software [59]. We selected differentially expressed genes at each time point by two-sample comparisons using the following criteria: lower boundary of a 90% confidence interval for fold-changes greater than 1.2, and absolute value of differences between group means greater than 50. Differentially regulated genes identified in the microarray analyses were analyzed using Ingenuity Pathways Analysis software (Ingenuity Systems, Mountain View, CA). Canonical pathway analyses identified the pathways from the Ingenuity Pathways Analysis library of canonical pathways that were most highly represented in the data set. The raw data has been deposited in a MIAME compliant format in the GEO database, accession number GSE22592.

### Quantitative RT-PCR

Total RNA samples were prepared using RNeasy Mini Kits (Qiagen) and cDNA was synthesized using AccuPower® RT PreMix (Bioneer). Gene expression levels were measured using Evagreen® dye (Biotium Inc., Hayward, CA) and a CFX96 Real-Time PCR Detection System (Bio-Rad Laboratories). Quantification of relative gene expression was calculated using the following formula: 2^−ΔΔCt^, where ΔΔCt = (Ct of the target gene - Ct of *GAPDH*)_treatment_ -(Ct of the target gene - Ct of *GAPDH*)_control_. Primer set information is listed in Table S6.

### Statistical Analysis

Effects of bFGF on cell recovery and apoptosis were analyzed with a Student's *t*-test. To determine if any significant differences in recovery existed between cells treated with different concentrations of bFGF and PD0325901, an analysis of variance (ANOVA) was performed using SAS software (SAS Institute, Cary, NC). To determine if any significant differences existed between cultured PGCs and purified PGCs in the migration assay, the data were analyzed with the general linear model (PROC-GLM) of SAS software. If the main effect was significant, the effects of individual treatments were compared by the least-significant difference (LSD) method. A *p* value of less than 0.05 was considered to be statistically significant.

## Supporting Information

Table S1 Progeny test of donor-derived chicks from putative germline chimeric chickens produced by transplantation of cultured PGCs. ^a^Portion of all offspring that were donor-derived (*i*/*i*). Values in parentheses are percentages.
(0.03 MB DOC)

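After 48 h, with bFGF back for the last 24 h, cells differed from RAW cells in fewer genes than in the other comparisons. HES5, a target of Notch signalling, had an intensity of 154 ± 31 in RAW (SD, n = 3) and 41.9 ± 6.34, near background, in +bFGF, and fell by 1.87 on the log2 scale (SE 0.233, adjusted p = 0.00134 from limma). LUZP2, also near background in +bFGF (43.6 ± 13.2), changed by -1.72 (SE 0.267, adjusted p = 0.00444). Fibronectin, FN1, was at -0.71 (SE 0.104, adjusted p = 0.00325). Genes above RAW included ETV4, an ETS factor downstream of ERK, at 0.85 (SE 0.111, adjusted p = 0.00185) and FIBIN at 0.82 (SE 0.0558, adjusted p = 2.18e-05).
Of the 17 genes of cholesterol synthesis, 4 were below RAW and none above (9 below when adjusted over the list alone), with a median of -0.20 (camera, adjusted p = 3.13e-07, and adjusted p = 0.0207 with an estimated correlation). Glycolysis and glucose uptake had 2 of 17 below and none above (4 below and 1 above when adjusted over the list alone; median -0.12; camera, adjusted p = 0.00253, but adjusted p = 0.262 with an estimated correlation), and 1 below without RAW replicate 1 or 3. The hypoxia response had 3 of 15 below and none above (5 below when adjusted over the list alone; median -0.10; adjusted p = 0.00391, but adjusted p = 0.075 with an estimated correlation), among them the collagen prolyl hydroxylase gene P4HA1 at -0.36 (SE 0.0581). Fibroblast and mesenchyme markers, of another cell type, moved with them: 1 of 9 was below and none above (4 below when adjusted over the list alone; median -0.32; adjusted p = 0.000177, but adjusted p = 0.12 with an estimated correlation), and 3 were below without +bFGF replicate 1. The ERK negative feedback regulators had 5 of 8 above and none below (5 above when adjusted over the list alone; median 0.31; adjusted p = 0.000177, but adjusted p = 0.0554 with an estimated correlation), and 3 above without RAW replicate 1 or 2 or +bFGF replicate 2. Of the 12 targets of the amino acid response, 3 were above and none below (7 above and 1 below when adjusted over the list alone; median 0.17; adjusted p = 0.00377, but adjusted p = 0.075 with an estimated correlation), and 1 was above without RAW replicate 1 or 2 or +bFGF replicate 3. G2/M and mitosis was called upward with none of 27 genes called (none when adjusted over the list alone; median 0.05; adjusted p = 0.0409, but adjusted p = 0.361 with an estimated correlation). That call also ended without RAW replicate 2 (adjusted p = 0.154), +bFGF replicate 2 (0.121) or +bFGF replicate 3 (0.0568), and with the 75th percentile filter (0.0979), quantile normalization (0.0903), no intensity trend (0.0687) or the replicate block (0.0534). The log2 ratios of 3' to 5' signal of the control genes separated RAW from +bFGF without overlap, by -0.05 for GAPDH, -0.17 for actin (lowest in +bFGF replicate 3) and 0.07 for EF1A, and RNA quality was not tested as a cause of these net changes.
Limma called 335 probe sets below RAW and 220 above, for 205 and 169 genes, against 3430 at an unadjusted p under 0.05. Among the called probe sets, 16 fell and 1 rose by over 2-fold. The arrays did not overlap for 22.1% of probe sets, where chance gives 10%. By the paper's criteria the counts were 335 below and 166 above RAW, and 2009 probe sets were called in 1 or more of the 3 comparisons. The limma count below RAW was 116, 112 and 221 without RAW replicates 1, 2 and 3, and 132 and 142 without +bFGF replicates 2 and 3; the count above was 92 and 88 without RAW replicates 1 and 2, and 96 and 92 without +bFGF replicates 2 and 3. The count below by the paper's criteria was 573 without +bFGF replicate 1, and tested against a 1.2-fold change limma called 11 below and 7 above.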

Table S2 Number of genes changed in each comparison of the treatments in the microarray analysis.
(0.03 MB DOC)

Table S3 Categorization of the bFGF-regulated genes into specific functional groups by gene ontology terms.
(0.05 MB DOC)

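From the genes that the paper lists with fold changes for proliferation and survival, 30 were matched to a probe set, 27 by accession and 3 by symbol (BARD1, LAMA1 and CCND1). On withdrawal 21 fell and 9 rose, and each went the opposite way on replacement, as in the paper's values. By limma 30 were called in each comparison. By the paper's criteria 30 were called on withdrawal and 29 on replacement. B3GNT2, at a fold of -1.26 (SD 0.0708, n = 3 arrays per group), was not called on replacement. The SD of a fold is propagated from the SDs of both groups. In linear intensities the fold of IL17RD was -4.83 on withdrawal (SD 0.727) and 6.77 on replacement (SD 1.08), the largest of the 30 in both. DUSP6 followed with -3.75 (SD 0.0872) and 4.62 (SD 0.163), and AGK, a kinase of mitochondrial lipids, had -1.38 (SD 0.0687) and 1.44 (SD 0.0979). The probe set of SLC2A3 is annotated as SLC2A14 and had a fold of 1.86 on replacement (SD 0.165). Of the 60 folds, 48 lay within 1.1 times of the paper's and the largest ratio was 1.2. The study chose these genes on these samples, so the counts are not independent evidence of their direction.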

Table S4 Regulation of cell proliferation and survival genes by bFGF. ^a^From microarray data from three samples of cultured PGCs after bFGF withdrawal. ^b^From microarray data from three samples of cultured PGCs after bFGF replacement.
(0.09 MB DOC)

Table S5 Information of the primer sets used for RT-PCR analysis.
(0.03 MB DOC)

Table S6 Information of the primer sets used for quantitative RT-PCR analysis.
(0.04 MB DOC)

# Supplementary material for: Basic Fibroblast Growth Factor Activates MEK/ERK Cell Signaling Pathway and Stimulates the Proliferation of Chicken Primordial Germ Cells
**Source:** PLoS One. 2010 Sep 23;5(9):e12968. doi: 10.1371/journal.pone.0012968
**Supplement:** Table S1 — Progeny test of donor-derived chicks from putative germline chimeric chickens produced by transplantation of cultured PGCs. aPortion of all offspring that were donor-derived (i/i). Values in parentheses are percentages. (0.03 MB DOC)

| ID of Putative germline chimeras | Sex | No. of hatched chicks | No. of donor-  derived chick  produced (%)a |
| --- | --- | --- | --- |
| 723 | Female | 69 | 57 (82.6) |
| 750 | Male | 13 | 7 (53.8) |
| 753 | Female | 8 | 1 (12.5) |
| 754 | Female | 50 | 21 (42.0) |
| 1210 | Female | 46 | 25 (54.3) |

# Supplementary material for: Basic Fibroblast Growth Factor Activates MEK/ERK Cell Signaling Pathway and Stimulates the Proliferation of Chicken Primordial Germ Cells
**Source:** PLoS One. 2010 Sep 23;5(9):e12968. doi: 10.1371/journal.pone.0012968
**Supplement:** Table S2 — Number of genes changed in each comparison of the treatments in the microarray analysis. (0.03 MB DOC)

| Comparison | No. of down-regulated genes | No. of up-regulated genes | Total No. of genes |
| --- | --- | --- | --- |
| RAW vs. -bFGF | 162 | 91 | 253 |
| -bFGF vs. +bFGF | 58 | 132 | 190 |
| RAW vs. +bFGF | 23 | 28 | 51 |

# Supplementary material for: Basic Fibroblast Growth Factor Activates MEK/ERK Cell Signaling Pathway and Stimulates the Proliferation of Chicken Primordial Germ Cells
**Source:** PLoS One. 2010 Sep 23;5(9):e12968. doi: 10.1371/journal.pone.0012968
**Supplement:** Table S3 — Categorization of the bFGF-regulated genes into specific functional groups by gene ontology terms. (0.05 MB DOC)

| Category | Function | *p*-value | Molecules | No. of Molecules |
| --- | --- | --- | --- | --- |
| Cancer | cancer | 1.94E-04 | AKAP12, ANXA2, BARD1, BLNK, CA2, CA9, CCND1, CCND2, CD82, CMTM8, COL1A2, CXCL12, CXCR4, DHCR24, DR1, DUSP6, ETV5, FDFT1, FECH, GFRA1, GJA1, HMGB1 (includes EG:3146), IDI1, ITGB5, KCNG1, LDHA, MSH6, MYCN, NEFM, NLGN1, NRIP1, P4HA1, PCP4, PDGFA, PITX2, PPAP2A, PTGR1, RHOB, SC4MOL, SERPINE2, SFRP2, SGK1, SLC2A3, SLC34A2, SMAD2, SMARCA2, SQLE, TRIM24, TSC1 | 49 |
| Cell Cycle | cell division process | 1.39E-02 | AGK, AKAP12, BLNK, BUB1, CCND1, CCND2, CD38, CXCL12, GFRA1, GJA1, GNAI1, MYCN, PITX2, PLK2, PPAP2A, SMARCA2, SPRY2 | 17 |
| Cell Death | cell death | 4.53E-04 | AKAP12, ATP2B1, BARD1, BLNK, BUB1, CADM1, CCND1, CCND2, CD38, CD82, CDC37, CTBP2, CTH, CXCL12, CXCR4, DHCR24, DUSP4, DUSP6, EAF2, EOMES, EZR, FDFT1, GFRA1, GJA1, HMGB1 (includes EG:3146), IL17RD, ITGB5, LDHA, MSH6, MYCN, OTX2, PLK2, REST, RHOB, SERPINE2, SERPINI1, SFRP2, SGK1, SIVA1, SLC2A1, SLC2A3, SMAD2, SMARCA2, SPRY2, TJP2, TSC1 | 46 |
| Cell Death | apoptosis | 6.37E-03 | BARD1, BLNK, CADM1, CCND1, CCND2, CTBP2, CTH, CXCL12, CXCR4, DHCR24, DUSP4, DUSP6, EZR, GFRA1, IL17RD, ITGB5, LDHA, MYCN, OTX2, PLK2, REST, RHOB, SERPINE2, SFRP2, SGK1, SIVA1, SLC2A1, SMAD2, SMARCA2, SPRY2, TSC1 | 31 |
| Cellular Development | differentiation | 7.98E-04 | ANXA2, BLNK, CA2, CCND1, CCND2, CD38, CNTN4, CXCL12, CXCR4, DHCR7, ELAVL2, EOMES, FECH, GFRA1, HMGB1 (includes EG:3146), IFRD1, IL17RD, ITGB5, KLF1, MRAS, MYCN, NLGN1, OTX2, PITX2, REST, SFRP2, SMAD2, SPRY1, SPRY2, TSC1 | 30 |
| Cellular growth and proliferation | proliferation | 1.53E-03 | AGK, ANXA2, B3GNT2, BARD1, BLNK, BUB1, CADM1, CCND1, CCND2, CD38, CDC37, CTBP2, CTH, CXCL12, CXCR4, DHCR7, DHCR24, FDFT1, FGF13, GJA1, HMGB1 (includes EG:3146), ITGB5, LAMA1, LDHA, MYCN, NRIP1, OTX2, PDGFA, PITX2, RARRES1, RHOB, SERPINE2, SMAD2, SMARCA2, SPRY1, SPRY2, TJP2, TMEFF2, TRIM24, TSC1 | 40 |
| Embryonic Development | developmental process | 8.14E-04 | CXCL12, CXCR4, EOMES, FDFT1, GJA1, LAMA1, OTX2, PITX2, SFRP2, SMAD2, SPRY1, TSC1 | 12 |
| Molecular Transport | mobilization | 1.99E-02 | BLNK, CXCL12, CXCR4, GNAI1, PPAP2A | 5 |
| Organismal Development | developmental process | 6.21E-04 | BARD1, C16ORF80, CADM1, CCND1, CCND2, CTBP2, CXCL12, EOMES, FDFT1, GJA1, HMGB1 (includes EG:3146), KLF1, LAMA1, MRAS, OTX2, PDGFA, PITX2, PLK2, SFRP2, SLC34A2, SMAD2, TJP2, TRIM24, TSC1 | 24 |

# Supplementary material for: Basic Fibroblast Growth Factor Activates MEK/ERK Cell Signaling Pathway and Stimulates the Proliferation of Chicken Primordial Germ Cells
**Source:** PLoS One. 2010 Sep 23;5(9):e12968. doi: 10.1371/journal.pone.0012968
**Supplement:** Table S4 — Regulation of cell proliferation and survival genes by bFGF. aFrom microarray data from three samples of cultured PGCs after bFGF withdrawal. bFrom microarray data from three samples of cultured PGCs after bFGF replacement. (0.09 MB DOC)

| Gene | Description | Fold change  (–bFGF)a | Fold change  (+bFGF)b | Accession No. | Functional Category |
| --- | --- | --- | --- | --- | --- |
| AGK | acylglycerol kinase | –1.43 | 1.50 | BX271909 | Proliferation |
| ANXA2 | annexin A2 | 1.50 | –1.28 | NM_205351.1 | Proliferation |
| B3GNT2 | UDP-GlcNAc | 1.28 | –1.28 | CR353032.1 | Proliferation |
| BARD1 | BRCA1 associated RING domain 1 | –1.49 | 1.44 | ENSGALT00000005512.1 | Proliferation |
| CD38 | CD38 molecule | 1.68 | –1.68 | BU262827 | Proliferation |
| CXCR4 | chemokine (C-X-C motif) receptor 4 | –1.41 | 1.45 | AF294794.1 | Proliferation |
| FGF13 | fibroblast growth factor 13 | –1.59 | 1.59 | BU339287 | Proliferation |
| GJA1 | gap junction protein, alpha 1, 43 kDa | –2.48 | 2.84 | NM_204586.1 | Proliferation |
| ITGB5 | integrin, beta 5 | –1.73 | 2.09 | NM_204483.1 | Proliferation |
| LAMA1 | laminin, alpha 1 | 1.44 | –1.61 | ENSGALT00000023781.1 | Proliferation |
| OTX2 | orthodenticle homeobox 2 | –1.88 | 1.58 | NM_204520.1 | Proliferation |
| PDGFA | platelet-derived growth factor alpha polypeptide | 2.96 | –3.53 | AB031021.1 | Proliferation |
| RHOB | ras homolog gene family, member B | –1.92 | 2.44 | NM_204909.1 | Proliferation |
| SERPINE2 | serpin peptidase inhibitor, clade E (nexin, plasminogen activator inhibitor type 1), member 2 | –1.43 | 1.40 | CR352494.1 | Proliferation |
| SMAD2 | SMAD family member 2 | –1.42 | 1.82 | NM_204561.1 | Proliferation |
| SMARCA2 | SWI/SNF related, matrix associated, actin-dependent regulator of chromatin, subfamily a, member 2 | 1.65 | –1.84 | NM_205139.1 | Proliferation |
| SPRY2 | sprouty homolog 2 (Drosophila) | –2.92 | 4.05 | BU137030 | Proliferation |
| TJP2 | tight junction protein 2 (zona occludens 2) | –1.28 | 1.42 | NM_204918.1 | Proliferation |
| TMEFF2 | transmembrane protein with EGF-like and two follistatin-like domains 2 | –2.30 | 2.76 | BX933949.1 | Proliferation |
| CCND1 | cyclin D1 | –1.49 | 1.83 | ENSGALT00000012216.1 | Cell cycle |
| PPAP2A | Phosphatidic acid phosphatase type 2A | –2.64 | 3.55 | BX934014.2 | Cell cycle |
| SGK1 | serum/glucocorticoid regulated kinase 1 | –2.49 | 4.29 | NM_204476.1 | Cell cycle |
| AKAP12 | A kinase (PRKA) anchor protein (gravin) 12 | 1.52 | –1.43 | BU127250 | Cell death |
| ATP2B1 | ATPase, Ca++ transporting, plasma membrane 1 | –1.39 | 1.32 | BU293343 | Cell death |
| CD82 | CD82 molecule | 1.40 | –1.55 | AJ719947 | Cell death |
| EAF2 | ELL associated factor 2 | 1.28 | –1.66 | CR406825.1 | Cell death |
| SLC2A3 | solute carrier family 2 (facilitated glucose transporter), member 3 | –1.61 | 1.81 | NM_205511.1 | Cell death |
| DUSP4 | dual specificity phosphatase 4 | –1.53 | 1.88 | NM_204838.1 | Apoptosis |
| DUSP6 | dual specificity phosphatase 6 | –3.32 | 3.96 | NM_204354.1 | Apoptosis |
| IL17RD | interleukin 17 receptor D | –4.04 | 5.67 | NM_204515.1 | Apoptosis |
| SLC2A1 | solute carrier family 2 (facilitated glucose transporter), member 1 | –1.87 | 1.41 | NM_205209.1 | Apoptosis |

# Supplementary material for: Basic Fibroblast Growth Factor Activates MEK/ERK Cell Signaling Pathway and Stimulates the Proliferation of Chicken Primordial Germ Cells
**Source:** PLoS One. 2010 Sep 23;5(9):e12968. doi: 10.1371/journal.pone.0012968
**Supplement:** Table S5 — Information of the primer sets used for RT-PCR analysis. (0.03 MB DOC)

| Gene | Primer sequence | Product size (bp) |
| --- | --- | --- |
| *NANOG* | CAGCAGACCTCTCCTTGACC  AAGCCCTCATCCTCCACAGC | 586 |
| *POUV* | GCCAAGGACCTCAAGCACAA  ATGTCACTGGGATGGGCAGA | 511 |
| *CVH* | GGGAAGATCAGTTTGGTGGA  GACAAAGAAAGGCTGCAAGG | 388 |
| *DAZL* | CGTCAACAACCTGCCAAGGA  TTCTTTGCTCCCCAGGAACC | 540 |
| *KIT* | GTGGGCAAGAAGTGGAAGCC  GCAAACCAAGCATCTCATCCC | 239 |
| *GAPDH* | CACAGCCACACAGAAGACGG  CCATCAAGTCCACAACACGG | 443 |

# Supplementary material for: Basic Fibroblast Growth Factor Activates MEK/ERK Cell Signaling Pathway and Stimulates the Proliferation of Chicken Primordial Germ Cells
**Source:** PLoS One. 2010 Sep 23;5(9):e12968. doi: 10.1371/journal.pone.0012968
**Supplement:** Table S6 — Information of the primer sets used for quantitative RT-PCR analysis. (0.04 MB DOC)

| Gene | Primer sequence |
| --- | --- |
| *NANOG* | CAGCAGACCTCTCCTTGACC  TTCCTTGTCCCACTCTCACC |
| *POUV* | GTTGTCCGGGTCTGGTTCT  GTGGAAAGGTGGCATGTAGAC |
| *CVH* | TGACTTATGTCCCCCCTCCT  GTAATGGTGCTGGAGGGTCA |
| *DAZL* | TCCCAGAGCCCACACAGATG  AAGTGATGCGCCCTCCTCTC |
| *SPRY2* | GGGAAGTGCAAGTGCAAGGA  GACTGACTGCAAGAGCAGGG |
| *PPAP2A* | CCAGCCTGACTGGACACAAA  ACAAGTCTCGCCCAGTCTCC |
| *GJA1* | TGGACTGTTTCCTGTCCCGT  TCCTTGGAAGGGCTCATCGT |
| *TMEFF2* | GCTCCAACGGTGACACCTAC  GCCTTCATTGACTCCGTCCC |
| *IL17RD* | CCGTGGGCTGGACCAATAAG  GGCGAAGTCTTTCCACAGGG |
| *DUSP6* | TACTTCACCACCCCTGCCAA  CAGTGCCACAGGCCAGAAAA |
| *SGK1* | GCTTTATGGCCTGCCACCTT  CCTTGGCACCAAGCCTCTTT |
| *ITGB5* | TTGGTTTCCGCCACCTCTTG  GCCAGCCGATCTTCTCCTTG |
| *GAPDH* | ACACAGAAGACGGTGGATGG  GGCAGGTCAGGTCAACAACA |

How the deposited data were processed for this re-analysis (not part of the article)

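Gene transcription was measured by the authors on Affymetrix Chicken Genome arrays in cultured PGCs of 3 groups, RAW (0 h, 10 ng/ml bFGF), -bFGF (24 h without bFGF) and +bFGF (48 h, 24 h after replacement), with 3 arrays per group. The deposited table holds 1 intensity per probe set and array, made by the authors with MAS5, whose version is not given. The values are linear, and each array's trimmed mean, with 2% of the values left out at each end, was 500.1. Array medians lay between 71.6 and 82.6, within 1.5 times of each other, so no further normalization was applied in the main setting. The paper made its comparisons in dChip from probe-level data, which is not used here. Of 38535 probe sets, 96 are array controls and were left out, which leaves 38439. Gene symbols came from the supplied annotation of the probe sets: 27178 probe sets carry 1 symbol, 177 carry several and 11180 carry none, and genes were named only from single-symbol probe sets. The gene ID of 26863 of the named probe sets is also in the newer gene table, and no symbol differed there. Probe sets have no coordinates in these files, so none are given.

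Samples were mapped to conditions from their labels. Intensities were converted to log2 without an offset. In limma 3.58.1 under R 4.3.3, a linear model with 1 mean per group was fitted to all 9 arrays, with moderated variances that follow a trend with intensity. Two-sided tests were made for withdrawal (-bFGF against RAW), replacement (+bFGF against -bFGF) and net change (+bFGF against RAW). Probe sets were tested when their mean log2 value over all arrays lay at or above the median, which keeps 19220, and Benjamini-Hochberg adjustment covered these within each comparison. The paper's criteria were applied to linear intensities of all 38439 probe sets. The 90% interval of the ratio of the group means was found by inverting a chi-square statistic, with standard errors from the replicate arrays, since the model-based errors of dChip need probe-level data. A call needs a lower bound of the fold over 1.2 and a difference of the means over 50.

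Reversal is the number of probe sets called on withdrawal and called in the opposite direction on replacement. Because both comparisons hold the -bFGF arrays, the count was set beside that expected from independent calls, and the correlation, covariance and signs of the log2 changes beside 50 draws of simulated groups without an effect that share arrays in the same way. Reversal was also measured with separate -bFGF arrays for each comparison. Array correlations are Pearson correlations of log2 values over the tested probe sets, compared within and between groups by an exact permutation test.

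Gene lists were tested with camera from limma on 1 probe set per gene, the brightest on average, for 9125 genes, with a preset correlation of 0.01 and again with an estimated correlation. There were 24 fixed lists: ERK negative feedback regulators, ERK-responsive transcription factors, FGF ligands, receptors and adaptors, germ cell and pluripotency markers, somatic lineage regulators, cholesterol synthesis, fatty acid synthesis, glycolysis and glucose uptake, hypoxia response, G1/S and DNA replication, G2/M and mitosis, CDK inhibitors and FOXO targets, pro-apoptotic genes, anti-apoptotic genes, ribosome biogenesis, amino acid response (ATF4), unfolded protein response, heat shock proteins, BMP and TGF-beta targets, and markers of erythroid, thrombocyte, leukocyte, endothelial, and fibroblast and mesenchyme cells. Adjustment covered the 24 lists within a comparison and, separately, the 9 functional groups of Table S3. With an estimated correlation the calls that held were 2 of 5 lists on withdrawal, 3 of 5 on replacement and 1 of 7 for the net change. The estimate was -0.0036 for cholesterol synthesis, -0.07 for ERK negative feedback, -0.018 for the amino acid response and -0.033 for the hypoxia response. These lie below the preset 0.01, so the larger adjusted p of these lists does not come from a higher correlation of their members. Tables S3 and S4, with their values, had been read when the lists were fixed.

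Genes are named by a fixed rule. It takes every gene the paper names for the arrays, including those of Table S4, and the PGC markers NANOG, POUV, CVH, DAZL, KIT, ITGA6 and ITGB1. It adds the called genes with the largest falls and rises in each comparison whose arrays do not overlap between the groups, and up to 4 called members of each list with the largest changes. Markers and list members that missed the test are given as values where they are discussed.

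Alternatives were other filters (no filter, 75th percentile), quantile normalization, centring on the 75th percentile, an offset of 50 before the logarithm, no intensity trend, only the 2 groups compared, replicate number as a block, a test against a 1.2-fold change, an adjusted p threshold of 0.1, and each of the 9 arrays left out in turn. For the paper's criteria they were an F reference distribution, no minimum difference, the main filter, and the normalizations. For the lists they were an estimated correlation and the average of a gene's probe sets, and for the array correlations the linear scale and all probe sets. A change of sign was counted as a reversal only where the main or the alternative value passed its test.

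The number of arrays limits the precision. The 687 viral and other probe sets without a chicken gene symbol had a 95th percentile between 29.8 and 39.5, and intensities near this level are background. The steps were tested on simulated data with 200 changed probe sets. Limma recovered 48.8% of changes of 0.5 on the log2 scale, 77.6% of changes of 1, 93.6% of 1.5 and 98.8% of 2, and 4.32% of its calls were false. The paper's criteria recovered 61.6%, 93.6%, 96.8% and 99.6%, with a mean of 190 calls among 38239 unchanged probe sets. Camera found a shifted list of 20 genes in 20 of 20 draws and called an unchanged list in 0 of 20. The simulated genes varied independently of each other, so these draws cannot show how often camera wrongly calls lists of correlated genes. Probe-level files, quantitative RT-PCR, pathway enrichment and the clustering of the paper are not analysed here. 1 item of the paper's tables is not reported here.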

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

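Of the tests in this part, that of time in culture was chosen only after the result was seen. These gene lists passed their test and are not among the groups the paper discusses.

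Genes of cholesterol synthesis had a median log2 change of -0.426 on withdrawal and 0.138 on replacement, and 4 of the 17 measured members are in Tables S3 or S4. The tables argue against scaling of the arrays as the cause: after quantile normalization and after centring on the 75th percentile, the higher of the withdrawal medians was -0.443. They also argue against a loss of RNA integrity, which would raise the 3' to 5' ratio of every control gene: from RAW to -bFGF the mean log2 ratio differed by 0.0201, with GAPDH at -0.095, actin at 0.0767 and EF1A at 0.0787, so they went both ways and were small, although the arrays of the groups did not overlap for GAPDH and EF1A. A steady effect of time in culture as the whole cause predicts no rise from 24 h to 48 h. The median over that step was 0.138 and the list was called upward. An effect of time or handling that comes and goes stays open, since no sample kept bFGF to 24 h. The -bFGF arrays also enter both steps, so a trait of those arrays could give both the fall and the rise. At 48 h the median was still -0.196 from RAW (camera, adjusted p = 3.13e-07, or 0.0207 with an estimated correlation). A part that follows time steadily therefore also stays open. RNA integrity was not tested for the steps to 48 h, over which actin's ratio changed by -0.246 from -bFGF and -0.169 from RAW. That part of the fall follows the loss of bFGF is a hypothesis found and tested on the same arrays, which cannot be told apart from these alternatives. What bFGF might change to bring it about was not tested.

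Targets of the amino acid response driven by ATF4 had a median log2 change of 0.261 on replacement, also in genes outside those the paper discusses, with 1 of 12 measured members in its tables. Over this step the log2 ratio of 3' to 5' signal changed by -0.246 for actin, without overlap of the arrays. It changed by 0.0413 for GAPDH and -0.00667 for EF1A. RNA quality was not tested as a cause of this rise. On withdrawal the list's median was -0.14, and it was not called in the main setting (camera, adjusted p = 0.083). At 48 h the median was 0.169 above RAW (camera, adjusted p = 0.00377, or 0.075 with an estimated correlation). Time in culture also changed over this step, so an effect of time or handling cannot be told apart from one of bFGF.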

How the results depend on the processing

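All alternatives here were chosen before the data were examined. No result changed direction while it or its alternative passed the test. Of the single-gene results, 404 stayed on their side of the threshold with an offset of 50, 395 with quantile normalization, 389 with centring on the 75th percentile and 373 with no filter; calls were lost for 131 when tested against a 1.2-fold change and for 68 with no intensity trend. With 1 array left out, 3329 such results kept their side, 323 calls were lost and 17 were gained. Where 1 array of a group was left out the fit pooled the spread of all groups. The array correlations passed their test under each alternative, with differences of 0.0048 to 0.00617 when 1 array was left out. Genes near the background of the arrays, such as CA2, FOXD3, ETNK2 and SST1 without bFGF, have less certain fold sizes. Replicate numbers do not pair the arrays: the mean residual correlation was -0.048 for the same number and 0.024 for others, and 0 of 9 arrays correlated best with their own number. The cause of the changes below was not tested, except that a stricter or looser threshold or fewer arrays moves a count by construction.

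Tested against a 1.2-fold change, 216 probe sets fell and 125 rose on withdrawal, 104 fell and 178 rose on replacement, 11 fell and 7 rose for the net change, and 179 were reversed. At an adjusted p under 0.1, 1632 rose on withdrawal, 1099 fell on replacement, and 607 fell and 472 rose for the net change. The 75th percentile filter gave 426 fallen on replacement. For the net change, no filter gave 221 fallen and 144 risen, no intensity trend 143 and 89, the replicate block 200 and 142, and only the 2 groups compared 217 fallen. Lists called upward on withdrawal numbered 1 with no filter, 1 with quantile normalization and 1 with probe sets averaged, against 0; probe sets averaged also called 2 lists downward on replacement, against 0. With an estimated correlation the lists called were 2 downward on withdrawal, 3 upward on replacement, and 0 upward and 1 downward for the net change. With no minimum difference the paper's criteria called 2053 fallen and 1462 risen on withdrawal, 1407 risen and 1566 fallen on replacement, 1558 fallen and 863 risen for the net change, 5375 and 6552 in the unions of 2 and 3 comparisons, and 1098 reversed.

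With 1 array left out, limma called 649 (without RAW replicate 2) to 1142 fallen and 561 (without -bFGF replicate 2) to 1185 risen on withdrawal, 332 (without -bFGF replicate 2) to 654 fallen and 433 to 634 risen on replacement, and 112 to 366 fallen and 88 to 244 risen for the net change, both lowest without RAW replicate 2. Risen counts on withdrawal were also 640, 585, 604 and 592 without RAW replicates 1 and 2 and -bFGF replicates 1 and 3. Fallen counts on replacement were also 380 and 436 without -bFGF replicate 3 and +bFGF replicate 3. Net fallen counts were also 116, 221, 132 and 142 without RAW replicates 1 and 3 and +bFGF replicates 2 and 3, and net risen counts 92, 96 and 92 without RAW replicate 1 and +bFGF replicates 2 and 3. Reversed probe sets numbered 481 (without -bFGF replicate 2) to 730. Lists called upward and downward numbered 0 to 1 (1 without -bFGF replicate 3) and 5 to 5 on withdrawal, 5 to 7 and 0 to 1 (1 without -bFGF replicate 1) on replacement, and 2 to 4 and 4 to 5 for the net change. The paper's criteria gave 697 to 814 fallen and 601 to 719 risen on withdrawal, 484 to 557 risen and 543 to 709 fallen on replacement, 335 to 573 fallen (573 without +bFGF replicate 1) and 166 to 231 risen for the net change, 1839 to 2007 and 2082 to 2370 in the unions, and 538 to 622 reversed.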

Differences from the paper's values

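With the paper's criteria applied to the deposited MAS5 intensities, 713 probe sets fell on withdrawal, where the paper's value is 162, and 601 rose, where the paper's value is 91. On replacement 484 rose, where the paper's value is 132, and 547 fell, where the paper's value is 58. In all 1787 were called on withdrawal or replacement, where the paper's value is 310, and 2009 in the 3 comparisons together, where the paper's value is 322. The withdrawal change was reversed for 558, where the paper's value is 133. For the net change 335 fell and 166 rose, where the paper's values in Table S2 are 23 and 28. The thresholds are those the paper states, with its dChip values replaced by the deposited ones. The model-based standard errors of dChip were also replaced, by errors from the replicate arrays, which can change the calls. The paper counts transcripts or genes, and the counts here are of probe sets. None of the alternatives set before the data were examined brings any of these counts within the paper's: an F reference distribution, no minimum difference, the main filter, quantile normalization, scaling to the 75th percentile and each array left out all leave them apart.

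The lowest correlation between a pair of arrays was 0.9789 on log2 values, where the paper's value is about 0.99 in Fig. 6B, read by eye. Of the alternatives set before the data were examined, linear values bring it within the paper's, at 0.9902, and the others do not.

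On the ranking of genes, IL17RD had the largest fold of the 30 matched genes of Table S4 in both comparisons here too. By limma COL1A2 and HESX1 changed more on withdrawal, with log2 changes of -3.18 (SE 0.0948) and -2.84 (SE 0.136) against -2.28 (SE 0.1). On replacement COL1A2, at 2.82, and IL17RD, at 2.77, differed by less than the SE of either.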

Other observations

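Of the tests in this part, those of COL1A2 and CA2 were chosen only after the result was seen.

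Stress and growth factor lists not described at the claims moved little. Of 16 genes of the unfolded protein response, 4 rose and none fell on withdrawal (4 rose when adjusted over the list alone), with a median log2 change of 0.08 (camera, adjusted p = 0.358), and none was called on replacement (1 rose and 1 fell when adjusted over the list alone; 0.732). The risen count on withdrawal was 0 without RAW replicate 1 or 2 or -bFGF replicate 2, 1 without -bFGF replicate 3 and 2 without RAW replicate 3 or -bFGF replicate 1, and 1 was called fallen without RAW replicate 3 or +bFGF replicate 1. On replacement 1 was called fallen without -bFGF replicate 3 and 1 risen without +bFGF replicate 1. The heat shock proteins had 1 of 14 risen and 1 fallen on withdrawal (1 and 1 when adjusted over the list alone; median -0.02, mean 0.01, downward adjusted p = 0.772) and 1 fallen on replacement (1 when adjusted over the list alone; median 0.03, mean -0.01, upward adjusted p = 0.66). On withdrawal the riser was lost without RAW replicate 2, any 1 of the -bFGF arrays or +bFGF replicate 2, and the faller without -bFGF replicate 2, which leaves 0. In fatty acid synthesis 1 of 10 rose, the malic enzyme gene ME1 at 0.48 (SE 0.104, n = 3), and 1 fell (1 and 1 when adjusted over the list alone; median -0.04, mean 0.01, downward adjusted p = 0.905). The faller was lost, for a count of 0, without RAW replicate 1 or 2, -bFGF replicate 2 or 3 or +bFGF replicate 3, and 2 rose without RAW replicate 3 or +bFGF replicate 1. On replacement ME1 changed by -0.59 and none rose (1 fallen when adjusted over the list alone; adjusted p = 0.145, and 0.0473 with probe sets averaged). The hypoxia response had 2 of 15 risen and 2 fallen on withdrawal (2 and 2 when adjusted over the list alone; median 0.00, mean -0.01, downward adjusted p = 0.646) and 2 fallen on replacement (4 fallen and 1 risen when adjusted over the list alone; adjusted p = 0.0715, and 0.0473 with probe sets averaged). On withdrawal 1 rose without RAW replicate 2 or -bFGF replicate 1 or 3, and 1 fell without RAW replicate 1. On replacement 1 fell without any 1 of the -bFGF arrays or +bFGF replicate 2, and without the last 1 rose. Of 9 FGF ligands, receptors and adaptors, FGF13 fell by 0.70 on the log2 scale on withdrawal (2 fallen when adjusted over the list alone; adjusted p = 0.467, and 0.00641 with the 75th percentile filter), and 2 fell without +bFGF replicate 2 or 3. On replacement FGF13 rose by 0.67 (1 when adjusted over the list alone; median -0.13, mean -0.03, upward adjusted p = 0.977).

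Among the PGC markers, DDX4 (CVH) had a log2 change of -0.16 on withdrawal (SE 0.0582, adjusted p = 0.103 from limma), KIT of 0.12 (SE 0.0574, adjusted p = 0.209) and ITGA6 of -0.02 (SE 0.0469, adjusted p = 0.791). DAZL had -0.27 (SE 0.0746, adjusted p = 0.0342), a call that ended without RAW replicate 1, 2 or 3 or -bFGF replicate 2 or 3 (adjusted p from 0.056 to 0.122). ITGB1 had -0.23 (SE 0.0593, adjusted p = 0.0242), a call that ended without RAW replicate 1 or 2 or -bFGF replicate 1 or 2 (0.0602 to 0.111). ITGA6 and ITGB1 have 2 tested probe sets each, and the values are of the brighter 1. ITGA6 was called fallen by limma on replacement (adjusted p = 0.0205) and for the net change (adjusted p = 0.0216). These calls ended without some single arrays (adjusted p from 0.0502 to 0.0918 and from 0.0629 to 0.0788). By quantitative RT-PCR the paper found CVH and DAZL lower after withdrawal (Fig. 5G). By antibody staining, which measures protein, it saw no effect of withdrawal on ITGA6 and ITGB1 (Fig. 5A-5F). NANOG and POUV are not named on these arrays' annotation. Of the blood and vessel markers, 1 of 3 erythroid genes fell and 1 rose on withdrawal (1 and 1 when adjusted over the list alone; adjusted p = 0.538), and 1 rose on replacement (1 risen and 1 fallen when adjusted over the list alone; median -0.24, mean 0.91, upward adjusted p = 0.379), with 1 fallen without RAW replicate 3. Of 2 thrombocyte genes, TUBB1 rose by 0.65 on withdrawal (1 when adjusted over the list alone; adjusted p = 0.502) and changed by -1.06 on replacement (1 when adjusted over the list alone; adjusted p = 0.0715, and 0.0475 without -bFGF replicate 1). Of 4 leukocyte genes 1 rose on withdrawal (1 when adjusted over the list alone; adjusted p = 0.561), which was CYBB at 0.37; its call ended without RAW replicate 2 or 3 or -bFGF replicate 2 or 3 (adjusted p from 0.0689 to 0.111). On replacement none of these 4 was called (none when adjusted over the list alone; 0.804). The 1 endothelial gene measured was not called in either comparison (not when adjusted over the list alone; 0.963 and 0.8).

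Genes that changed on withdrawal changed the other way on replacement. The -bFGF arrays shared by both comparisons could give such a pattern, but against a -bFGF array not used for the call the lowest share with the opposite sign was 86.2%. Of 100 assignments of the 9 arrays to the groups, the real included, 1 gave as many reversed probe sets, with 801 against 555 for the highest other. That highest other kept a real group as its middle group, as 7 of the assignments did, and the others gave 0. Since most assignments mixed the groups, the draw shows little beyond a difference between the groups. It cannot exclude chance for this count. The pattern may reflect bFGF itself, as a hypothesis from the same arrays.

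COL1A2 and CA2 are also markers of other cell types. Fewer mesenchymal cells in the -bFGF samples could lower COL1A2, whose log2 change was -3.18, but the 8 other measured markers had a median of -0.376, which argues against such a loss as the cause of a fall of that size. Of the most abundant, COL3A1 had a log2 change of 0.06 at a RAW intensity of 4240, FBLN1 of -0.22 at 1550 and FN1 of -0.40 at 956. FN1, PRRX1 (-0.56) and COL1A1 (-0.53) were also called fallen and the list was called downward (camera, adjusted p = 0.00032, but adjusted p = 0.173 with an estimated correlation), so a smaller loss of such cells stays open. For CA2 fewer erythroid cells cannot be told apart from a change within PGCs. The 2 other measured markers had a median of 0.103: FECH rose by 0.61, and HBE, at an intensity of 112 in RAW, had -0.40 (SE 0.461). Of 11 erythroid markers on the arrays 3 passed the intensity filter, CA2 among them, and 2 other genes are too few.

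With 3 arrays against 3 there are 10 splits, too few for a share under 0.05. The real split called 2063 probe sets on withdrawal, 1304 on replacement and 555 for the net change, where the highest of the other splits called 0, 1 and 2. It called 5, 5 and 7 gene lists, where the highest of the other splits called 4, 3 and 2. In each case 1 split, the real one, gave as many. Each of the other splits mixes the real groups, so their low counts of probe sets show little beyond a difference between the groups. The 4 lists on withdrawal show that camera can call lists there without the real grouping.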
